# Expression of G protein-coupled receptors and related proteins in HEK293, AtT20, BV2, and N18 cell lines as revealed by microarray analysis

**DOI:** 10.1186/1471-2164-12-14

**Published:** 2011-01-07

**Authors:** Brady K Atwood, Jacqueline Lopez, James Wager-Miller, Ken Mackie, Alex Straiker

## Abstract

**Background:**

G protein coupled receptors (GPCRs) are one of the most widely studied gene superfamilies. Thousands of GPCR research studies have utilized heterologous expression systems such as human embryonic kidney cells (HEK293). Though often treated as 'blank slates', these cell lines nevertheless endogenously express GPCRs and related signaling proteins. The outcome of a given GPCR study can be profoundly influenced by this largely unknown complement of receptors and/or signaling proteins. Little easily accessible information exists that describes the expression profiles of the GPCRs in cell lines. What is accessible is often limited in scope - of the hundreds of GPCRs and related proteins, one is unlikely to find information on expression of more than a dozen proteins in a given cell line. Microarray technology has allowed rapid analysis of mRNA levels of thousands of candidate genes, but though often publicly available, the results can be difficult to efficiently access or even to interpret.

**Results:**

To bridge this gap, we have used microarrays to measure the mRNA levels of a comprehensive profile of non-chemosensory GPCRs and over a hundred GPCR signaling related gene products in four cell lines frequently used for GPCR research: HEK293, AtT20, BV2, and N18.

**Conclusions:**

This study provides researchers an easily accessible mRNA profile of the endogenous signaling repertoire that these four cell lines possess. This will assist in choosing the most appropriate cell line for studying GPCRs and related signaling proteins. It also provides a better understanding of the potential interactions between GPCRs and those signaling proteins.

## Background

The G protein-coupled receptor (GPCR) gene superfamily consists of hundreds of members that are widely expressed in all tissues and serve as receptors for a diverse complement of ligands. Approximately 100 of these receptors are considered orphan GPCRs, in that no endogenous ligand has been confirmed for them [1]. Characterized by having seven transmembrane alpha-helical domains [2], GPCRs mediate a wide spectrum of cellular processes ranging from cell growth to neurotransmission [1-3]. A number of classification systems for GPCRs have been developed as bioinformatic tools[3-5]. One of the most commonly used GPCR classification systems, the one set forth by Kolakowski and developed by Vriend [4,6,7], groups GPCRs into six classes based on structural similarities to prototypical receptors. Class A GPCRs are the most abundant (>80% of all GPCRs), defined by a high sequence homology to rhodopsin, and include the chemosensory receptors. Class B GPCRs are also known as secretin-like receptors. Class C GPCRs are the metabotropic glutamate-like receptors. Class F/S receptors consist of frizzled/smoothened receptors, though there is debate about their ability to couple to G proteins [2]. Class D/Fungal pheromone and Class E/cAMP receptors are absent in mammals.

On activation via ligand binding, GPCRs couple to heterotrimeric G proteins composed of three subunits: Gα, β and γ. G protein α subunits are classified as members of one of four groups: G_i/o_, G_s_, G_q_, and G_12/13 _[8]. Each subunit couples to specific cellular protein targets (e.g. adenylyl cyclases) through which cellular activity is modulated. The Gβ/γ G protein subunits are capable of acting at their own specific targets, such as modulating ion channel activity [9-11]. The available complement of heterotrimeric G proteins will therefore affect its response profile.

A regulatory system controls the timing and duration of GPCR signaling. GPCR kinases (GRKs) phosphorylate agonist-occupied receptors, typically leading to receptor desensitization. Beta-arrestins are scaffolding proteins that are recruited to activated GPCRs and prevent G protein association with the receptor. They also serve to spatially segregate GPCR signaling to molecules such as mitogen-activated protein kinases [12,13]. The Regulators of G protein signaling (RGS) proteins, which enhance the GTPase activity of Gα subunits, is another large family of proteins important in fine-tuning GPCR signaling [14,15].

Due to their central roles in many cellular functions, GPCRs are important therapeutic targets. Different reports estimate that between 30 and 50% of all prescription drugs target GPCRs. Interestingly, these drugs only target ~10% of the non-chemosensory receptors, leaving hundreds of GPCRs as potential drug targets [2,9,16].

Identifying ligands, studying receptor protein interactions, and measuring cellular effects of receptor activation is often achieved by heterologous expression of GPCRs in cell lines such as HEK293 and AtT20 [17,18]. They also serve as models of cell types from which they are drawn (e.g. BV2 for microglia and N18 for neurons) [19-21]. However these cell lines have remained something of a black box; researchers make use of them without full knowledge of the complement of GPCRs and related proteins. The presence of an unknown protein in these cell lines may confound an otherwise sound series of experiments and differential expression of GPCRs and their regulatory proteins may explain differences in reported results across cell lines [13,17,22-25]. It is also clear that GPCRs can form oligomers with other GPCRs. These oligomers may confer different signaling properties to a transfected GPCR of interest, and can add layers of variability and complexity.

Efforts to define expression of GPCRs, on a receptor-by-receptor basis, using polymerase chain reaction (PCR)-based methods have only scratched the surface. Even for the widely used HEK293 cells, the expression of fewer than thirty GPCRs has been described [17,26]. Recently developed high-throughput methods have made possible the simultaneous assay of mRNA levels for thousands of genes. Microarray analyses have matured sufficiently in terms of accessibility and cost to make their application to this question tractable. We are not the first to make use of microarray technology to examine mRNA expression levels in HEK293 cells [26], however, most studies that have used microarray analyses on these cell lines have examined specific gene products of interest and reported data only for those gene products [20,26-28]. Their full data sets are available through NCBI, but are difficult for the non-specialist user to access and collate.

As a consequence, we sought to identify and make accessible the full complement of endogenously expressed non-chemosensory GPCRs of four cell lines used in GPCR research: the HEK293, AtT20, BV2 and N18 lines. Using microarray analysis we measured the mRNA levels from each of these four cell lines specifically identifying the expression levels of GPCRs and over a hundred of GPCR-related gene products and report them here.

## Results

We first examined HEK293 cells, a cell line that was made by transforming human embryonic kidney cells with adenovirus type 5 DNA. Developed in 1977, HEK293 cells may be the single most widely used cell line for heterologous expression (both transient and stable expression) of GPCRs and other proteins of interest [17]. Figures 1,2,3,4,5 and 6 show the mRNA levels of GPCR and GPCR-related gene products found in HEK293 cells. Of Class A GPCRs, shown in figures 1 and 2, HEK293 cells express mRNA for several different types of receptors within specific families of receptors: multiple types of adenosine, lysophospholipid, purinergic, prostanoid, and protease-activated receptors, among others. In results relevant to the study of orphan GPCRs (figure 3), HEK293 cells contain high message levels of GPR37, 2 types of orphan-LGR (glycoprotein hormone) receptors--LGR4 and LGR5, GPR39--and very high levels of the melatonin-related receptor GPR50. HEK293 cells may therefore be suitable tools for deorphanization of these receptors. Interestingly, HEK293 cells contain relatively little mRNA for Class B GPCRs with known ligands (figure 4A), but quite high levels of many orphan Class B GPCRs. The same is true for Class C GPCRs as seen in figure 4B though they do appear to contain high levels of GABA_B_R1 receptor message, though lacking mRNA for GABA_B_R2, necessary to form a fully functional GABA-B receptor. Finally, for GPCRs, HEK293 cells contain a number of types of frizzled receptors as well as smoothened receptor (figure 4C). Figures 5 and 6 show the mRNA levels of various types of GPCR signaling-related gene products such as the G proteins and a number of their targets and downstream effectors as well as proteins that regulate GPCR signaling, the GRK, beta-arrestin (ARRB) and RGS proteins. Interestingly HEK293 cells express mRNA for numerous isoforms of adenylyl cyclase and protein kinases A and C (PRKA, PRKC) and phospholipase C (PLC), while having a limited diversity of phospholipase A (PLA) and RGS proteins. HEK293 cells also appear to have an almost full complement of G protein isoforms for each subunit, making these cells an attractive environment to express any number of GPCRs to study downstream G protein-mediated signaling.

**Figure 1:**
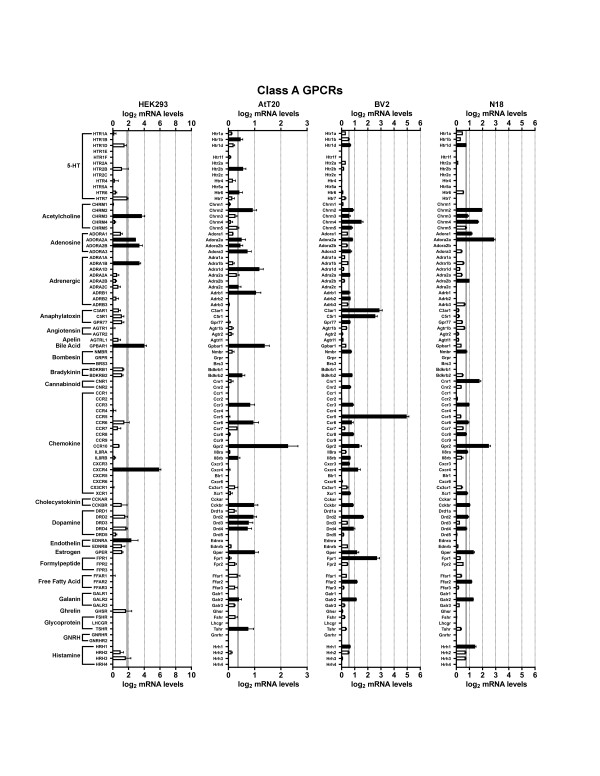
**mRNA expression levels of Class A GPCRs**. Microarray analysis of mRNA levels of Class A GPCRs with known ligands for HEK293, AtT20, BV2 and N18 cell lines. The gray line indicates the threshold of statistical significance and the dark bars are proteins for which statistically significant levels of mRNA were detected. White bars indicate levels of mRNA for proteins that were present, but did not reach statistical significance. Abbreviation: 5-HT = 5-hydroxytryptamine; GNRH = Gonadotrophin-releasing hormone.

**Figure 2:**
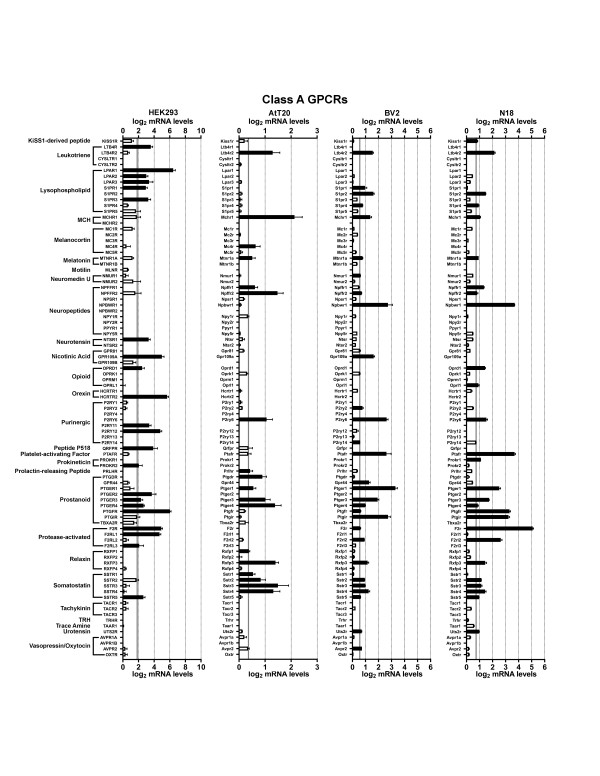
**mRNA expression levels of Class A GPCRs**. Microarray analysis of mRNA levels of Class A GPCRs with known ligands for HEK293, AtT20, BV2 and N18 cell lines. The gray line indicates the threshold of statistical significance and the dark bars are proteins for which statistically significant levels of mRNA were detected. White bars indicate levels of mRNA for proteins that were present, but did not reach statistical significance. Abbreviation: MCH = Melanin-concentrating hormone; TRH = Thyrotropin-releasing hormone.

**Figure 3:**
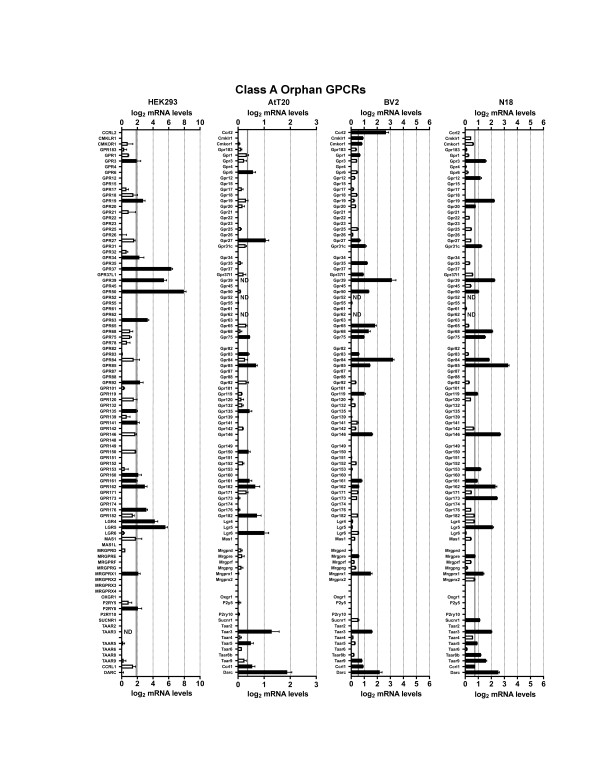
**mRNA expression levels of Class A Orphan GPCRs**. Microarray analysis of mRNA levels of Class A GPCRs with unknown ligands for HEK293, AtT20, BV2 and N18 cell lines. The gray line indicates the threshold of statistical significance and the dark bars are proteins for which statistically significant levels of mRNA were detected. White bars indicate levels of mRNA for proteins that were present, but did not reach statistical significance. Abbreviation: ND = not determined.

**Figure 4:**
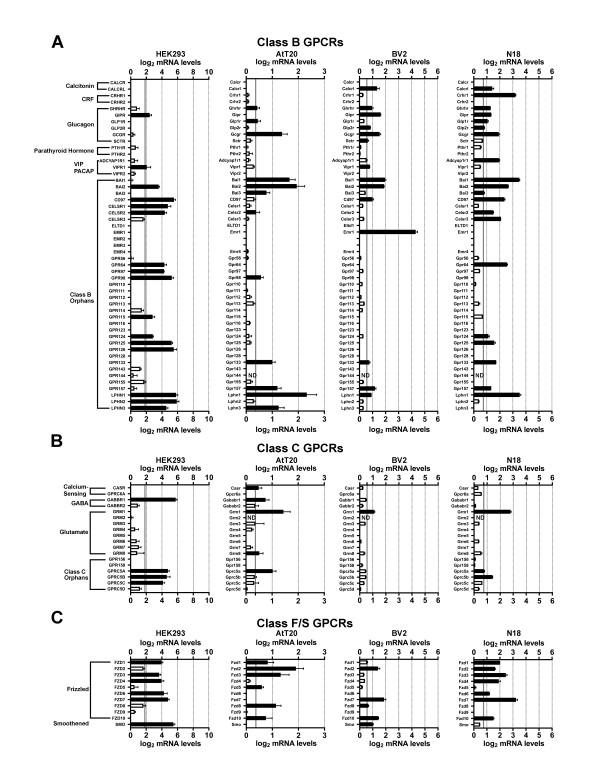
**mRNA expression levels of Class B, C, and F/S GPCRs**. Microarray analysis of mRNA levels of GPCRs with known ligands for HEK293, AtT20, BV2 and N18 cell lines. A: Class B GPCRs. B: Class C GPCRs. C: Class F/S GPCRs. The gray lines indicate the threshold of statistical significance and the dark bars are proteins for which statistically significant levels of mRNA were detected. White bars indicate levels of mRNA for proteins that were present, but did not reach statistical significance. Abbreviations: BAI = Brain-specific angiogenesis inhibitor; CELSR = Cadherin EGF LAG seven-pass G-type receptor; CRF = Corticotropin-releasing factor; ND = Not determined; PACAP = pituitary adenylyl cyclase-activating polypeptide; VIP = Vasoactive intestinal peptide.

**Figure 5:**
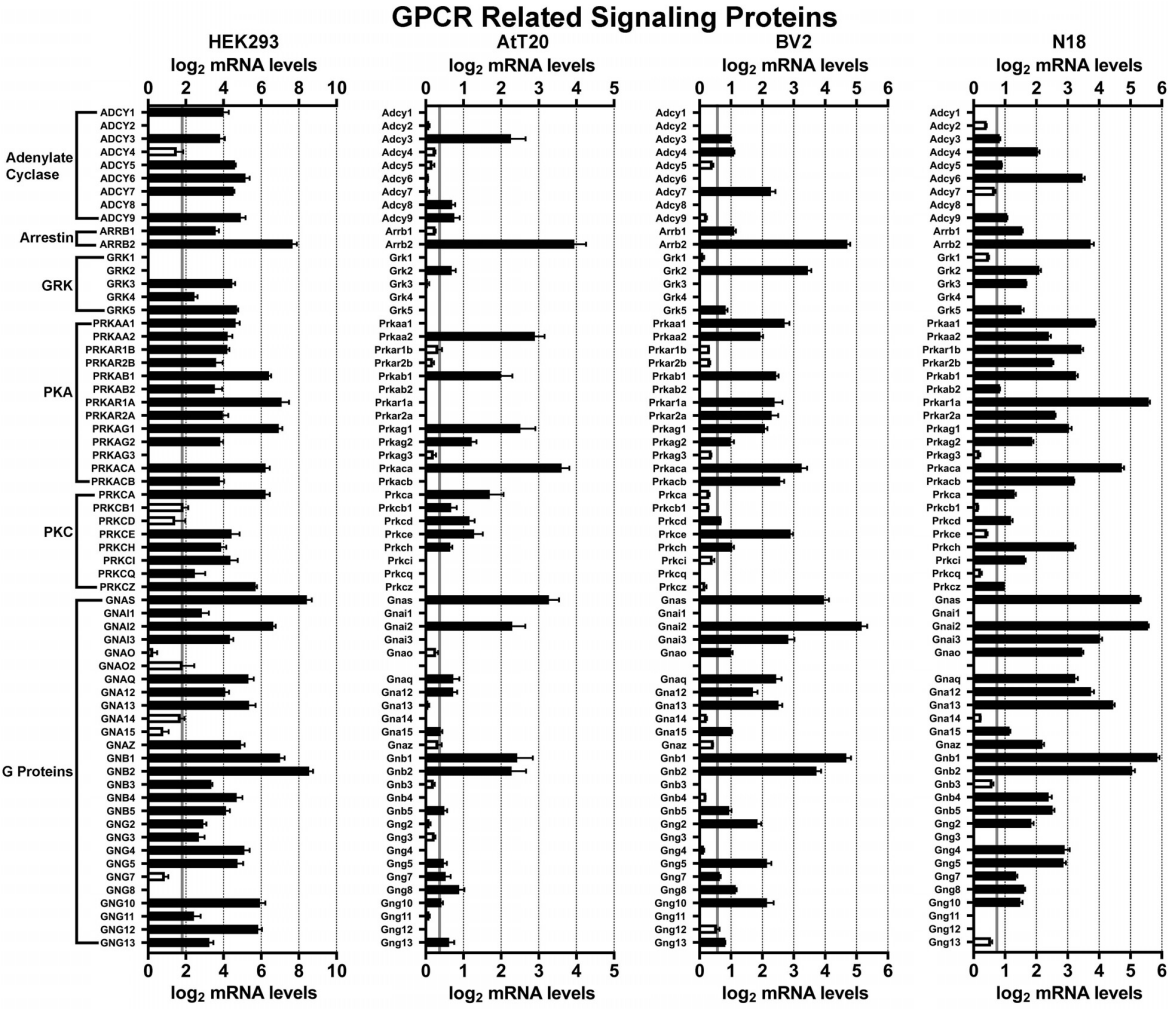
**mRNA expression analysis of GPCR related signaling proteins**. Microarray analysis of mRNA levels of GPCR related signaling proteins for HEK293, AtT20, BV2 and N18 cell lines. The gray lines indicate the threshold of statistical significance and the dark bars are proteins for which statistically significant levels of mRNA were detected. White bars indicate levels of mRNA for proteins that were present, but did not reach statistical significance. Abbreviations: GRK = GPCR Kinase; PKA = Protein kinase A; PKC = Protein kinase C.

**Figure 6:**
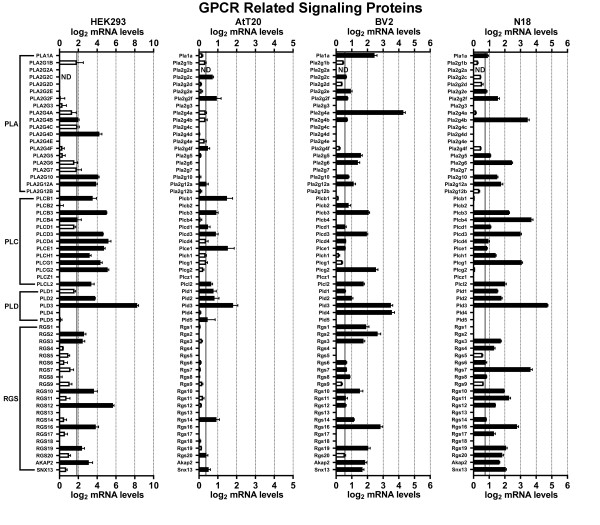
**mRNA expression analysis of GPCR related signaling proteins**. Microarray analysis of mRNA levels of GPCR related signaling proteins for HEK293, AtT20, BV2 and N18 cell lines. The gray lines indicate the threshold of statistical significance and the dark bars are proteins for which statistically significant levels of mRNA were detected. White bars indicate levels of mRNA for proteins that were present, but did not reach statistical significance. Abbreviations: ND = Not determined; PLA = Phospolipase A; PLC = Phospholipase C; PLD = Phospholipase D; RGS = Regulator of G protein signaling.

Next we analyzed the AtT20 cell line, a neuroendocrine line derived from a mouse pituitary tumor that has neuron-like properties [29]. This cell line is often used as a model neuroendocrine cell line and has been a useful cell line to study of ion channel modulation by GPCRs [18,30,31]. 

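RNA from 4 plates labelled AtT20 was measured beside RNA from 4 plates of BV2 cells, a mouse microglial line, and 4 plates of N18 cells, a mouse neuroblastoma line, with 1 single-color NimbleGen array per plate. The deposited values are the Cy3 intensities of 72000 probes on each of the 12 arrays, which the authors transformed into log2 format, with the probes of a target still separate. No background subtraction and no normalization between arrays was found in these values, and the paper's text names neither. The highest value is 16.00, which is the upper limit of the scanner. The probes belong to 25631 targets, of which 20740 have 3 probes, 4889 have 2 and 2 have 1. A gene symbol was found for 17780 of the targets (69.4%) through their transcript identifiers, and the targets of a gene were pooled, which left 17277 genes with a symbol and 7851 targets without one. The median intensity of an array was 10.85 to 11.50 on the plates labelled AtT20, 9.90 to 10.28 on the BV2 plates and 10.10 to 10.54 on the N18 plates. The interquartile range over the probes of an array was 0.38 to 0.78, 1.28 to 1.73 and 1.91 to 2.21 in the same order. Between 31 and 86 probes per array were at the upper limit on the plates labelled AtT20, between 8 and 55 on the N18 plates, and 0 on the BV2 plates. The number of arrays, 4 per line, limits the precision of every value. The arrays are made 4 to a slide, and it is not known here which plates shared a slide, so a slide and a cell line cannot be told apart. HEK293 cells were measured on human arrays, which were not used here.

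**Figure D1:**
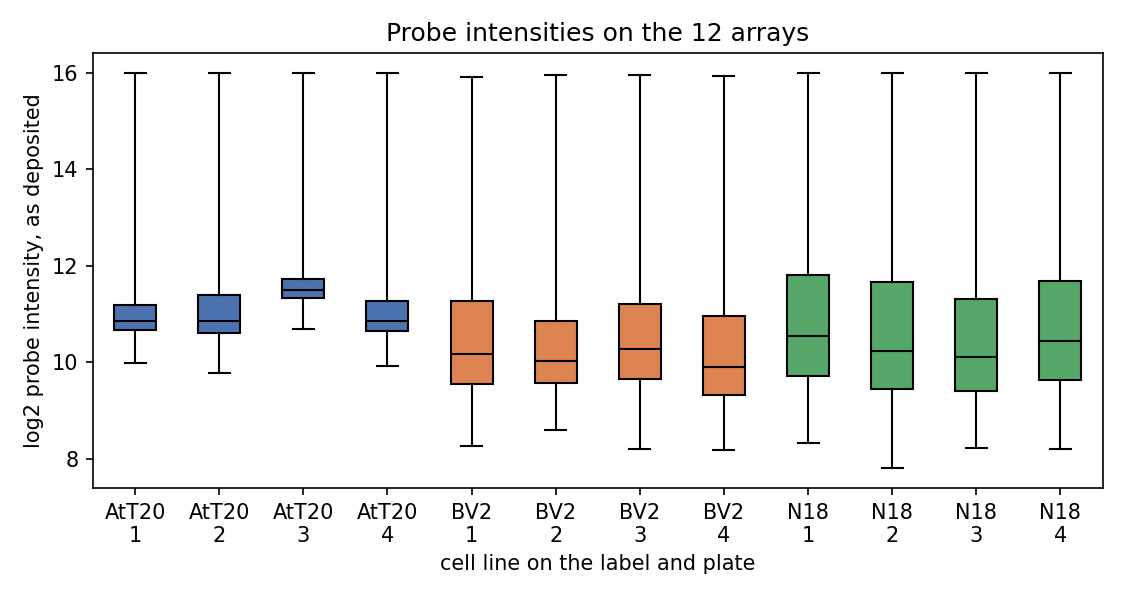
Log2 intensities of the 72000 probes on each of the 12 arrays, by cell line and plate, with boxes for the quartiles, a line for the median and whiskers for the lowest and highest probe. The boxes span 0.38 to 0.78 on the plates labelled AtT20 and 1.91 to 2.21 on the N18 plates.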

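Expression was called by the threshold in the paper's statistical methods, with the scale on which probes were averaged, and the averaging of targets, chosen here. On each plate the probes of a target were averaged on the linear scale and brought back to log2, the targets of a gene were averaged, and the mean of the 10 seminal proteins on that plate was subtracted, which gives the level of the gene. A gene passed when its level, averaged over the 4 plates of a line, exceeded 2 SD of the seminal proteins, averaged over the same plates. This threshold was 0.37 ± 0.11 (SD, n = 4 plates) on the plates labelled AtT20, 0.56 ± 0.15 on the BV2 plates and 0.74 ± 0.10 on the N18 plates. The gene lists, this rule and 10 alternative settings were chosen before the data were examined, as was leaving out each plate in turn. Probes were matched for 318 of the 348 GPCR genes listed and for 128 of the 135 signaling genes. Levels of different genes were not tested against each other, since probes differ in how strongly they bind, and their order served only to choose some of the genes named. Of the genes known from pituitary corticotrophs, 3 were below the threshold on the plates labelled AtT20. Pomc had a level of 0.29 ± 0.26 (SD, n = 4), Tbx19 of 0.02 ± 0.06 and Pcsk1 of 0.14 ± 0.05. Pomc passed under only 1 of the 10 alternatives, without the highest of the seminal proteins. With the mean of log2 probes 8 of the GPCR genes called on the plates labelled AtT20, 12 in BV2 and 12 in N18 no longer passed. The plates labelled AtT20 are named by their label throughout.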

Unlike HEK293 cells, there has been relatively little work performed to identify the GPCRs and related signaling molecules present in AtT20 cells. Our current results highlight that AtT20 cells express a diverse range of GPCR mRNAs. 

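On the plates labelled AtT20, 73 of the 318 GPCR genes passed the threshold (23.0%), with levels between 0.37 and 2.29 and a median of 0.77. Of these, 51 belong to Class A, 10 to Class B, 6 to Class C and 6 to Class F/S. On each of the 4 plates separately, 48 of the 73 were above that plate's threshold, and 28 of the 73 passed by less than 1 SD of their 4 plates. Fewer than 2 probes were above the threshold for 32 of them. Mchr1, for example, had a level of 2.09 ± 0.67 (SD, n = 4) that lost its call with the median of the probes in place of their mean. The count moved most with the olfactory receptor genes as controls in place of the seminal proteins, which left 43 genes, each of them among the 73. With each plate left out in turn it lay between 66 and 79.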

Figures 1 and 2 show that they possess a number of types of Class A receptors with a few isoforms of each type. 

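Of the 175 Class A genes with known ligands that had probes, 39 passed the threshold on the plates labelled AtT20 (22.3%), with a median level of 0.81. By family, 4 of 5 somatostatin, 4 of 9 prostanoid, 3 of 4 adenosine, 3 of 5 dopamine, 3 of 18 chemokine and 3 of 12 serotonin receptor genes passed. Of the 9 adrenergic receptor genes 2 passed, and of the 4 relaxin receptor genes 2. None of the 9 lysophospholipid, 6 neuropeptide S, B/W and Y, 4 opioid or 4 protease-activated receptor genes did (0 in each family). The marker Pomc was itself below the threshold on these plates.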

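The adenosine receptor levels on the plates labelled AtT20 were 0.74 ± 0.28 for Adora3, 0.49 ± 0.33 for Adora2a and 0.39 ± 0.30 for Adora2b (SD, n = 4 plates, here and for the other genes). Adora2a no longer passed without plate 2 (0.34), nor Adora2b without plate 1 (0.32) or plate 2 (0.31). Among chemokine receptors, the level of Ccr6 was 0.93 ± 0.44, that of Ccr3 0.81 ± 0.37 and that of Cxcr2 0.39 ± 0.12. The dopamine receptors that passed were Drd2 at 0.91 ± 0.32, Drd3 at 0.77 ± 0.34 and Drd4 at 0.70 ± 0.37. Npffr2, the only neuropeptide FF receptor gene matched, had a level of 1.46 ± 0.49. The prostanoid receptor levels were 1.38 ± 0.49 for Ptger4, 1.00 ± 0.39 for Ptger3, 0.86 ± 0.39 for Ptgdr and 0.51 ± 0.27 for Ptger1. Of the somatostatin receptors, Sstr3 had a level of 1.47 ± 0.87, and Sstr4 stayed between 1.12 and 1.47 with each plate left out in turn. The calls of Adora3, Ccr6, Drd2, Ptger4 and Ptger3 held under all 10 alternatives. With the median of the probes, the levels of Ccr3 (-0.02), Npffr2 (-0.08), Ptgdr (-0.19) and Sstr4 (-0.01) changed sign, and Adora2b, Cxcr2, Ptger1 and Sstr3 lost their calls. Fewer than 2 probes were above the threshold for each of these 8 genes. Pomc, a corticotroph marker, did not pass on the same plates.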

According to our analysis here, they express a few different isoforms of adenosine, chemokine, dopamine, neuropeptide FF, prostanoid and somatostatin receptors with a number of other individual members from other types. 

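Of the 79 Class A orphan genes with probes, 12 passed the threshold on the plates labelled AtT20 (15.2%), where the corticotroph marker Pomc did not. Their levels ran from 0.40 to 1.89 with a median of 0.64. The same rule passed 104 of 1064 olfactory receptor genes (9.77%) on these plates, and their expression was not tested. Of the 12, 8 were above the threshold of each plate, and 5 passed by less than 1 SD of their 4 plates. Among the 67 that did not pass, 31 were at or below the mean of the seminal proteins and 11 were above the threshold on at least 1 plate. The 12 included 4 genes that passed in all 3 mouse lines and 4 that passed on these plates only.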

Figure 3 shows that AtT20 cells have a limited breadth of Class A orphan GPCRs. 

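Among the glucagon family receptors, the levels on the plates labelled AtT20 were 1.37 ± 0.43 for Gcgr, 0.45 ± 0.25 for Glp1r and 0.40 ± 0.23 for Ghrhr (SD, n = 4 plates). Ghrhr no longer passed without plate 2 (0.29). The brain-specific angiogenesis inhibitor genes gave 1.92 ± 0.65 for Adgrb2 (Bai2), 1.62 ± 0.52 for Adgrb1 (Bai1) and 0.76 ± 0.31 for Adgrb3 (Bai3). The latrophilin levels were 2.29 ± 0.82 for Adgrl1 (Lphn1) and 1.24 ± 0.45 for Adgrl3 (Lphn3), while Adgrl2 was not analysed here. Gcgr, Adgrb2, Adgrb1 and Adgrl1 passed under all 10 alternatives. Adgrl3 and Adgrb3 each had fewer than 2 probes above the threshold and lost their calls with the median of the probes, which put Adgrl3 at -0.02. On these plates Pomc was below the threshold.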

In Class B, AtT20 cells express mRNA for a number of glucagon, orphan brain-specific angiogenesis inhibitor (BAI), and orphan latrophilin receptors (figure 4A). 

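Gabbr1 had a level of 0.73 ± 0.31 (SD, n = 4) on the plates labelled AtT20, above the threshold on each plate and under all 10 alternatives. Gabbr2 was not analysed here. Of the 6 metabotropic glutamate receptor genes with probes, 2 passed, among them Grm8 at 0.46 ± 0.37. Grm8 had fewer than 2 probes above the threshold, and it lost its call with the median of the probes. Without plate 2 its level was 0.29 and no longer passed. Grm2 and Grm5 were not analysed here. These are the plates on which Pomc did not pass.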

Like HEK293 cells, AtT20 cells express mRNA for GABA_B_R1 (with a detectable, but not significant level of GABA_B_R2 mRNA), but unlike HEK293s they express several metabotropic glutamate receptor genes (figure 4B). For Class F/S in AtT20s we detected mRNA for six frizzled receptors but not smoothened receptor mRNA (figure 4C). 

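The 6 frizzled genes that passed on the plates labelled AtT20, of 9 with probes, were Fzd2 at 1.88 ± 0.63, Fzd3 at 1.27 ± 0.74, Fzd8 at 1.13 ± 0.40, Fzd1 at 0.85 ± 0.41, Fzd10 at 0.74 ± 0.50 and Fzd5 at 0.58 ± 0.17 (SD, n = 4 plates). Smo was at -0.03 ± 0.03 and below the threshold on each plate. The calls of Fzd2, Fzd3 and Fzd8, and the absence of one for Smo, were the same under all 10 alternatives. Of the 6 frizzled genes that passed, 2 had fewer than 2 probes above the threshold. Fzd1 lost its call with the median of the probes, Fzd10 when all 4 plates had to be above the threshold, and Fzd5 with the olfactory receptor controls. Pomc was below the threshold on these plates. Fzd9 was not analysed here.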

AtT20's have a somewhat sparser repertoire of GPCR signaling-related gene products than HEK293s, especially within the G protein subunits (figures 5 and 6).

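Of the 128 signaling genes, 46 passed the threshold on the plates labelled AtT20 (35.9%), with levels between 0.39 and 3.89 and a median of 0.84. The alternative that moved this count most was the use of olfactory receptor genes as controls, which left 27. Among the G protein subunits 14 of 32 passed, of which 6 of 15 are Gα, 3 of 5 Gβ and 5 of 12 Gγ genes. Gnai2 had a level of 2.29 ± 0.71 (SD, n = 4), Gnas of 1.57 ± 0.42, Gnb1 of 2.41 ± 0.88 and Gnb2 of 2.27 ± 0.80, each under all 10 alternatives, though Gnb1 had fewer than 2 probes above the threshold. The 3 targets averaged for Gnas were at 3.27, 1.19 and 0.24, a spread that the SD over plates leaves out. The levels of Gnal, Gna12, Gnaq, Gna11, Gnb5 and the 5 Gγ genes Gng5, Gng7, Gng8, Gng10 and Gng13 lay between 0.40 and 0.89. Of these, only Gnal and Gng8 passed under all 10 alternatives, and Gng5 no longer passed without plate 2 (0.34). The 10 do not compare the targets of a gene. With the target of highest mean over the 12 arrays, a setting chosen after seeing the data, Gnal lost its call. Outside the G proteins, Arrb2 was at 3.89 ± 0.72, Prkaca at 3.51 ± 0.60 and Prkaa2 at 2.82 ± 0.62, the last with fewer than 2 probes above the threshold and no call with the median of the probes. Pomc did not pass on these plates, and HEK293 cells were not analysed here.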

We next examined BV2 cells, a cell line that is often used as a model system for the study of microglial function [32]. 

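All 3 anaphylatoxin receptor genes passed the threshold on the BV2 plates, C3ar1 at 2.85 ± 0.51, C5ar1 at 2.53 ± 0.38 and C5ar2 at 0.61 ± 0.09 (SD, n = 4 plates, here and for the other genes). None of the 3 passed on the other plates. Of 18 chemokine receptor genes 8 passed, among them Cxcr4 at 1.22 ± 0.43 and Ccr8, Ccr3, Ccr1l1, Ccr6, Cxcr2 and Xcr1 at levels between 0.61 and 0.86. Among 9 prostanoid receptor genes, Ptger1 passed at 3.26 ± 0.38, Ptger3 at 1.90 ± 0.27, Ptgdr2 at 1.23 ± 0.26 and Ptger4 at 0.94 ± 0.14, as did Ptgir. The level of Ptger4 was 1.15 on plate 3 and 0.86 to 0.89 on the other plates. C3ar1, C5ar1, Ptger1 and Ptger3 passed under all 10 alternatives. The olfactory receptor controls changed the most, and removed the calls of the other genes with values here. With the median of the probes, Ccr3 (-0.14) and Xcr1 (-0.23) changed sign and Ccr1l1, Ccr6 and Ptger4 lost their calls, all 5 with fewer than 2 probes above the threshold. Xcr1 also lost its call without plate 4 (0.56).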

As shown in figures 1 and 2, BV2 cells predominately possess mRNA for anaphylatoxin, chemokine, and prostanoid Class A GPCRs as would be expected from an immune system-derived cell line. They also express mRNA for a scattering of other receptor types, such as a few muscarinic, somatostatin, and lipid receptors, among others. 

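Of the 5 muscarinic receptor genes, 3 passed on the BV2 plates, Chrm4 at 1.48 ± 0.30, Chrm2 at 0.83 ± 0.20 and Chrm5 at 0.74 ± 0.21 (SD, n = 4 plates). The somatostatin receptor levels were 0.93 ± 0.14 for Sstr3, 0.90 ± 0.08 for Sstr2 and 0.59 ± 0.08 for Sstr5, and Sstr4 stayed between 1.11 and 1.29 with each plate left out in turn. Sstr5 no longer passed without plate 1 (0.56), plate 2 (0.60, when the threshold was higher) or plate 4 (0.57), and stood at -0.01 with the median of the probes. Among 9 lysophospholipid receptor genes, S1pr2 passed at 1.57 ± 0.21, S1pr1 at 0.92 ± 0.36 and S1pr4 at 0.75 ± 0.10. Of these 10 genes, Chrm4 and S1pr2 kept their calls under all 10 alternatives, and the others lost theirs with the olfactory receptor controls at least. Sstr3 and Sstr4 also lost theirs with the median of the probes.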

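The level of Cnr2 was 0.62 ± 0.15 (SD, n = 4) on the BV2 plates, 0.35 ± 0.07 on the N18 plates and 0.06 ± 0.10 on the plates labelled AtT20, and only the first of these passed its line's threshold. On the BV2 plates it was above the threshold on 3 of 4. The BV2 call was lost under 4 of the 10 alternatives, which were the olfactory receptor controls, a threshold of 3 SD, all 4 plates above the threshold and limma's moderated test. The lines were also compared directly with limma (quantile normalization of the 12 arrays, Benjamini-Hochberg adjustment over 25128 genes and targets). There the log2 difference of N18 from BV2 was -0.37 (adjusted p = 0.0606), with each BV2 plate above each N18 plate. It kept its sign under all 16 alternatives of this comparison and passed the test under 5, among them the levels relative to the seminal proteins (adjusted p = 0.0203) and only the 8 arrays of the pair (adjusted p = 7.15e-05). The SD over plates was 0.05 in BV2, 0.06 in N18 and 0.42 on the plates labelled AtT20, and with all 12 arrays the 3 lines share 1 variance. The difference of BV2 from the plates labelled AtT20 was -0.03 (adjusted p = 0.846). It was 0.56 when the levels relative to the seminal proteins were compared instead (adjusted p = 2.2e-05), -0.81 without normalization between the arrays (adjusted p = 3.27e-05), 0.05 with the mean of the log2 probes, and between -0.13 and 0.17 with 1 plate left out. HEK293 cells were not analysed here.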

As has been reported in the literature, BV2 cells express CB2 cannabinoid receptors (Cnr2) [33], which makes them unique among the other cell lines examined here. 

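Of 79 Class A orphan genes, 21 passed the threshold on the BV2 plates (26.6%), with levels from 0.58 to 3.16 and a median of 1.19. Only 3 of the 21 passed by less than 1 SD of their 4 plates. Among the 58 others, 22 were at or below the mean of the seminal proteins. Of the 25 Class B orphan genes, 6 passed (24.0%), with levels from 0.88 to 4.26. Adgre1 (Emr1) was one of them, at 4.26 ± 0.36 (SD, n = 4). None of the 6 Class C orphan genes passed (0.0%), although 3 were above the threshold on at least 1 plate. With 25 and 6 genes in the last 2 groups, 1 gene changes the share by several points. By the same rule 230 of 1064 olfactory receptor genes (21.6%) passed in BV2, and their expression was not tested. Shares near this value need not mean expressed genes.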

We also observed the expression of a large number of different Class A orphan GPCR mRNAs as seen in figure 3, though a much less diverse repertoire of orphans from Class B (figure 4A) or Class C (figure 4B) receptors were present. BV2 cells express only one Class C GPCR at a significant, albeit, low mRNA level: the metabotropic glutamate receptor, mGluR1 (Grm1). 

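On the BV2 plates the frizzled receptor levels above the threshold were 1.83 ± 0.35 for Fzd7, 1.40 ± 0.12 for Fzd10, 1.37 ± 0.36 for Fzd2 and 0.62 ± 0.15 for Fzd8 (SD, n = 4 plates), of 9 frizzled genes with probes. Smo had a level of 0.96 ± 0.16 and passed on each plate. Of these 5 genes, Fzd7 alone had at least 2 probes above the threshold and passed under all 10 alternatives. The other 4 lost their calls with the median of the probes, Smo and Fzd8 also with the olfactory receptor controls, and Fzd8 also without plate 1 (0.54).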

Figure 4C shows that BV2 cells possess mRNA for a few different types of frizzled receptors as well as the smoothened receptor. BV2 cells have a wide complement of GPCR signaling-related gene products (figures 5 and 6). 

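On the BV2 plates, 70 of the 128 signaling genes passed the threshold (54.7%), with levels from 0.57 to 5.12 and a median of 1.76. Of these, 57 were above the threshold on each of the 4 plates and 59 had at least 2 probes above it. The alternative that moved the count most was the use of olfactory receptor genes as controls, with 43 genes, and with each plate left out in turn 69 to 74 passed. Among the 32 G protein subunits 20 passed, of which 10 are Gα, 3 Gβ and 7 Gγ genes. Gnai2 was at 5.12 ± 0.43 (SD, n = 4) and Gnb1 at 4.63 ± 0.38. Gnb5 passed on average and on 3 of the 4 plates, with a level of 0.44 on plate 2 and 0.70 to 0.72 on the other plates. The plate on which it did not pass was plate 3, which had a threshold of 0.75. The 2 targets of Gnb5 were at 0.38 and 0.90 over the 4 plates, on either side of the BV2 threshold of 0.56.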

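Among 37 phospholipase genes, 18 passed the threshold on the BV2 plates. They comprised 9 of 18 phospholipase A genes with levels from 0.61 to 4.25, 6 of 14 phospholipase C genes from 0.59 to 2.50, and 3 of 5 phospholipase D genes from 0.96 to 3.52. Pla2g4a had a level of 4.25 ± 0.33 (SD, n = 4), Pld4 of 3.52 ± 0.41, Pld3 of 3.45 ± 0.31 and Plcg2 of 2.50 ± 0.33. Of 6 PKA genes 4 passed, Prkaca at 3.21 ± 0.42, Prkacb at 2.53 ± 0.33, Prkar1a at 2.35 ± 0.59 and Prkar2a at 2.25 ± 0.51. Of 8 PKC genes 3 passed, Prkcd at 3.16 ± 0.38, Prkch at 2.86 ± 0.25 and Prkce at 1.00 ± 0.20. The adenylyl cyclases that passed, 3 of 10, were Adcy7 at 2.56 ± 0.35, Adcy4 at 1.06 ± 0.11 and Adcy3 at 0.94 ± 0.13. Under all 10 alternatives, calls were kept by these 4 phospholipases, the 4 PKA genes, Prkcd, Prkch and Adcy7. Plcd4 (0.59 ± 0.04) no longer passed without plate 2, when the threshold was higher. Pla2g10 (0.76 ± 0.15) lay at 0.98 on plate 3 and at 0.66 to 0.71 on the others, and passed on each of them. HEK293 cells were not analysed here.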

Though not quite as extensive as HEK293 cells, BV2 cells possess numerous isoforms of different phospholipases, PKA, PKC, and adenylyl cyclase. Their beta-arrestin, RGS protein, and GRK levels suggest the capacity to highly regulate GPCR signaling as well.

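Both beta-arrestin genes passed the threshold on the BV2 plates, Arrb2 at 4.67 ± 0.26 and Arrb1 at 1.06 ± 0.19 (SD, n = 4 plates). Of 6 GRK genes 3 passed, Grk2 at 3.41 ± 0.30, Grk6 at 1.65 ± 0.17 and Grk5 at 0.79 ± 0.20. Of 20 RGS genes 12 passed, with levels from 0.57 to 2.61 and a median of 1.41. They include Rgs19 at 2.01 ± 0.34, Rgs16 at 1.95 ± 0.32, Rgs1 at 1.88 ± 0.44, Snx13 at 1.64 ± 0.26, Rgs3 at 1.34 ± 0.16 and Rgs8 at 0.84 ± 0.10. Arrb2, Grk2, Grk6, Rgs19, Rgs16, Rgs1, Snx13 and Rgs3 passed under all 10 alternatives. Arrb1, with fewer than 2 probes above the threshold, lost its call with the median of the probes and with the olfactory receptor controls, and Grk5 with those controls and a threshold of 3 SD. From these levels the paper proposes that BV2 cells are able to regulate GPCR signaling to a high degree.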

Lastly we investigated the N18 cell line. This cell line is derived from a neuroblastoma and is commonly employed as a neuron-like cell line. It has been used as a tool to analyze ion channel function in response to toxins and other regulators [19,34-37]. We found that N18 cells have mRNA for a broad range of different Class A GPCRs as seen in figures 1 and 2. 

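On the N18 plates 90 of the 318 GPCR genes passed the threshold, and 64 of them belong to Class A, which has 254 genes with probes. The Class A levels ran from 0.76 to 5.05 with a median of 1.24. Of the 64, 55 were above the threshold on each of the 4 plates, 44 had at least 2 probes above it, and 12 passed by less than 1 SD of their plates. Of the 175 Class A genes with known ligands, 41 passed (23.4%). The count of 90 moved most with the olfactory receptor controls, which left 41, and stayed between 89 and 98 with each plate left out in turn.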

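Cnr1 had a level of 1.73 ± 0.29 (SD, n = 4, here and for the other genes) on the N18 plates. The adenosine receptors that passed were Adora2a at 2.83 ± 0.25 and Adora1 at 1.13 ± 0.15. Of 18 chemokine receptor genes 5 passed, Ccr3 at 0.92 ± 0.13, Ccr6 at 0.88 ± 0.17, Ccr1l1 at 0.83 ± 0.12, Cxcr1 at 0.81 ± 0.13 and Xcr1 at 0.79 ± 0.17. Fewer than 2 probes were above the threshold for each of the 5, and none kept its call with the median of the probes, under which Ccr3 (-0.31) and Xcr1 (-0.40) changed sign. Xcr1 also lost its call without plate 4 (0.73), as did Npffr2 (0.68), whose level over the 4 plates was 0.78 ± 0.22. Of the protease-activated receptors, F2r passed at 5.05 ± 0.21, with 5.36 on plate 2 and 4.91 to 4.97 on the others, and F2rl2 at 2.58 ± 0.30. The somatostatin receptor levels were 1.39 ± 0.24 for Sstr4, 1.11 ± 0.07 for Sstr2, 1.09 ± 0.21 for Sstr3 and 0.93 ± 0.06 for Sstr5. Sstr5 was at 0.84 on plate 3 and 0.95 to 0.96 on the others, and at -0.03 with the median of the probes. Muscarinic receptors passed in 3 of 5 cases and prostanoid receptors in 4 of 9. Cnr1, Adora2a, F2r and F2rl2 passed under all 10 alternatives, and the olfactory receptor controls removed the other calls given a value here.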

N18 cells have mRNA for a few types of muscarinic acetylcholine, adenosine, chemokine, neuropeptides, prostanoids, protease-activated, and somatostatin receptors with a few other individual types such as CB_1 _cannabinoid receptors (Cnr1). 

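On the N18 plates 23 of the 79 Class A orphan genes passed the threshold (29.1%), with levels from 0.76 to 3.26 and a median of 1.54. Of these 23, 12 also passed on the BV2 plates, and 9 passed on the N18 plates only. Over the 3 mouse lines 36 of the 79 passed in at least 1. Of 1064 olfactory receptor genes, 17.8% passed on the N18 plates and 21.6% on the BV2 plates by the same rule, and their expression was not tested. When N18 and BV2 plates were compared with limma, 117 of the 318 GPCR genes differed at an adjusted p under 0.05, 47 with higher values in N18 and 70 in BV2 (114 adjusted over the list alone). The count was 193 with only the 8 arrays of the pair, 94 without normalization between the arrays and 27 with a difference of at least 1. F2r was higher in N18 by 3.83 on the log2 scale (adjusted p = 2.72e-12). Adgre1 differed by -4.55 (adjusted p = 1.19e-14), in favor of BV2 and in 16 of 16 comparisons of 1 plate with another. Where only 1 line passed on the plates compared, the difference was also taken from the threshold of the other line, which gives a lower bound, and the smallest of the bounds after quantile normalization, relative to the seminal proteins and without normalization was taken. It was at least 11.4-fold for Adgre1. Both differences kept their sign and their side of the test under the 16 alternatives of this comparison. Over the whole array 10270 of 25128 genes and targets differed, of which 46.5% were higher in N18. This share was 80.2% without normalization between the arrays and 74.7% relative to the seminal proteins, as the median difference over all genes moved from -0.06 to 0.15 and 0.18.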

Like the BV2 cells, N18 cells have mRNA for quite a few Class A orphan GPCRs (figure 3) with a similar profile as well. They further express mRNA for a broad complement of Class B GPCRs (figure 4A) but express a limited profile of Class C GPCRs (figure 4B). They also have mRNA for a number of different types of frizzled receptors, but lack mRNA for a smoothened receptor (figure 4C). 

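Of the 39 Class B genes with probes, 17 passed the threshold on the N18 plates, with levels from 0.76 to 3.48 and a median of 1.88. Among those with known ligands 7 of 14 passed, and among the orphans 10 of 25. Adgrl1 (Lphn1) was at 3.48 ± 0.28 (SD, n = 4) and Adgrb1 (Bai1) at 3.45 ± 0.17, both under all 10 alternatives. Of the 17 genes 14 were above the threshold on each plate. In Class C, 2 of 15 genes passed. The orphan gene Gprc5b, named after its value was seen, was at 1.38 ± 0.12 and above the threshold on each plate with at least 2 probes. Of the 13 genes that did not pass, 2 were above the threshold on at least 1 plate.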

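Of the 9 frizzled genes with probes, 7 passed the threshold on the N18 plates, Fzd7 at 3.19 ± 0.33, Fzd3 at 2.41 ± 0.27, Fzd1 at 1.95 ± 0.10, Fzd4 at 1.87 ± 0.32, Fzd2 at 1.58 ± 0.14, Fzd10 at 1.46 ± 0.17 and Fzd6 at 1.16 ± 0.11 (SD, n = 4 plates). Each of the 7 was above the threshold on all 4 plates. Smo was at 0.44 ± 0.07, below the threshold on each plate and under all 10 alternatives. Fzd10 and Fzd6 had fewer than 2 probes above the threshold and lost their calls with the median of the probes, and Fzd6 also with the olfactory receptor controls. The other 5 kept theirs throughout.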

N18 cells express high levels of many of the GPCR signaling-related gene products. They have abundant levels of G proteins and numerous isoforms of PKA. 

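On the N18 plates 84 of the 128 signaling genes passed the threshold (65.6%), with levels from 0.75 to 5.82 and a median of 1.87. Levels above 1 were reached by 70 of them. Of the 84, 74 were above the threshold on each of the 4 plates and 70 had at least 2 probes above it. The alternative that moved the count most, the olfactory receptor controls, left 58, and with each plate left out in turn 81 to 84 passed.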

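Of the 32 G protein subunit genes 22 passed the threshold on the N18 plates, of which 11 are Gα, 4 Gβ and 7 Gγ genes. The levels were 5.52 ± 0.14 for Gnai2, 4.41 ± 0.18 for Gna13, 3.99 ± 0.22 for Gnai3, 3.71 ± 0.27 for Gna12 and 3.48 ± 0.17 for Gnas (SD, n = 4 plates, here and for the other genes). Gnb1 was at 5.82 ± 0.22 and Gnb2 at 5.01 ± 0.27, and the Gγ levels ran from 1.31 to 2.86. Each of the 22 had at least 2 probes above the threshold, and 21 were above it on all 4 plates. All 6 PKA genes passed, Prkar1a at 5.54 ± 0.18, Prkaca at 4.68 ± 0.23, Prkar1b at 3.39 ± 0.21, Prkacb at 3.17 ± 0.10, Prkar2a at 2.56 ± 0.11 and Prkar2b at 2.47 ± 0.15. The calls of the genes given a value here held under all 10 alternatives.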

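Of 6 GRK genes 4 passed the threshold on the N18 plates, Grk6 at 2.31 ± 0.19, Grk2 at 2.06 ± 0.18, Grk3 at 1.64 ± 0.09 and Grk5 at 1.49 ± 0.22 (SD, n = 4 plates). Of 20 RGS genes 13 passed, with levels from 0.75 to 3.60. Rgs7 was at 3.60 ± 0.32, Rgs19 at 2.05 ± 0.22, Snx13 at 2.02 ± 0.17 and Rgs10 at 1.92 ± 0.12. Rgs20 was at 2.17 on plate 2 and 1.66 to 1.71 on the others. The levels of the 2 beta-arrestin genes were 3.69 ± 0.29 for Arrb2 and 1.51 ± 0.13 for Arrb1. All of these genes passed under all 10 alternatives. Rgs12, Rgs4 and Rgs17, with levels from 1.26 to 1.36, lost their calls with the olfactory receptor controls, and Rgs12 also with the median of the probes.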

N18 cells' GPCRs are also presumably tightly regulated based on the assortment of GRK, RGS and beta-arrestin mRNAs detected (figures 5 and 6).

In order to validate our findings with the microarray analyses, we performed quantitative real-time PCR (qPCR) analysis on these four cell lines. We chose a range of GPCRs, mostly orphan receptors (Cnr1, Cnr2, Gpr3, Gpr12, Gpr35, Gpr83, and Gpr119), as well as two phospholipases (Plcb1 and Plcb4) as candidates to measure their mRNA levels using this alternative method. 

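On the arrays, the levels of Gpr3 were 0.40 ± 0.09 (SD, n = 4 plates, here and for the other genes) in BV2 and 1.53 ± 0.18 in N18. Those of Gpr12 were -0.12 ± 0.08 on the plates labelled AtT20, 0.25 ± 0.12 in BV2 and 1.14 ± 0.25 in N18. In the same order, the levels were 0.13 ± 0.09, 1.19 ± 0.14 and 0.31 ± 0.12 for Gpr35, and 0.13 ± 0.06, 0.99 ± 0.25 and 0.91 ± 0.13 for Gpr119. Gpr83 was at 0.35 ± 0.16 on the plates labelled AtT20 and 0.56 ± 0.11 in BV2, close under both thresholds. It passed without plate 1 of the former, and without plate 3 or 4 of the latter. Gpr83 stayed below the threshold under only 7 of the 10 alternatives on the plates labelled AtT20, and 5 of the 10 in BV2. Cnr1 was at 0.10 ± 0.16 on the plates labelled AtT20 and -0.36 ± 0.10 in BV2. Plcb1 was at 1.47 ± 0.64 on the plates labelled AtT20 and 0.11 ± 0.07 in BV2. Differences between lines were taken by limma after quantile normalization unless another scaling is named, so they are not those between the levels given. For Plcb1 in BV2 against the plates labelled AtT20 the values were 10.13 and 12.40, a difference of -2.27 on the log2 scale (limma, adjusted p = 5.07e-11). The smallest bound of 3 scalings was at least 1.87-fold. Plcb4 was at -0.28 ± 0.09 in BV2 and 3.66 ± 0.29 in N18. After quantile normalization its difference was 3.02 (limma, adjusted p = 1.42e-10), and at least 4.87-fold by the same bound. The differences between N18 and BV2 in Gpr3 (0.60, adjusted p = 0.00861) and Gpr35 (-0.96, adjusted p = 3.73e-06) kept their sign under every alternative. Against the plates labelled AtT20 the sign depended on the scaling for several genes. For N18 it was -0.53 for Gpr35 and -0.19 for Gpr119, but 0.18 and 0.78 relative to the seminal proteins. For BV2 it was 0.43 for Gpr35, 0.26 for Gpr12 and 0.15 for Gpr119, but -0.30, -0.99 and -0.50 without normalization between the arrays. Gpr92 was not analysed here.

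**Figure D2:**
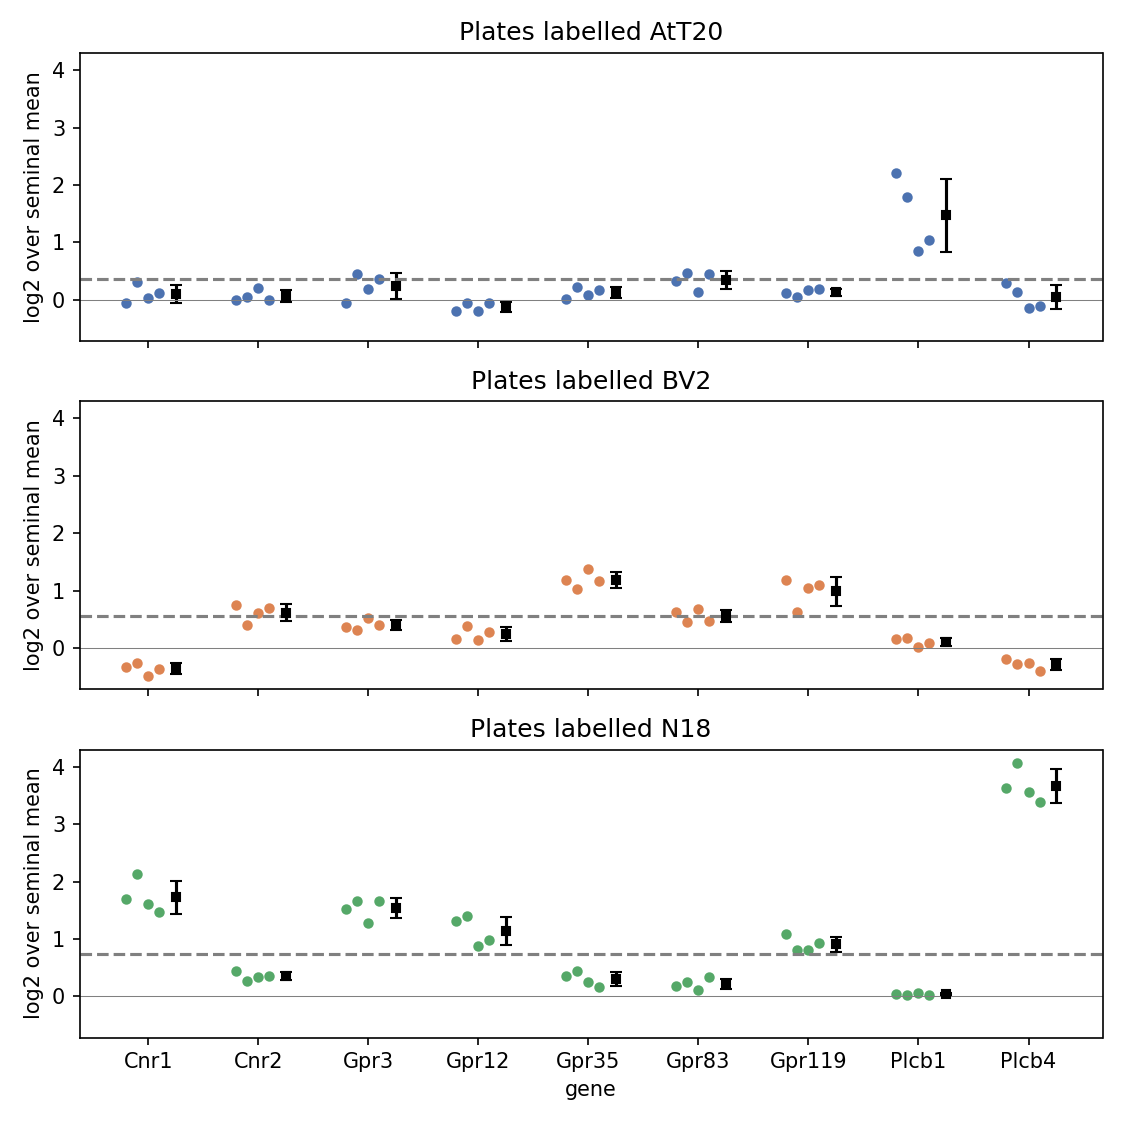
Log2 level over the mean of the seminal proteins for the genes chosen for qPCR, with points for single plates, lines for the mean ± SD (n = 4) and dashed lines for each cell line's threshold of 0.37, 0.56 or 0.74. Plcb4 stands at 3.66 in N18 and at -0.28 in BV2.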

We selected genes that had distinct and differential expression profiles across the four cell lines. The data are plotted in figure 7 in a manner that correlates the copy number of mRNAs measured in each cell line using qPCR with the levels of mRNA determined from our microarray experiments. The qPCR data were broadly consistent with our microarray data. We observed higher copy numbers for all genes for which we had observed statistically significant microarray expression, suggesting an overall good correlation between our microarray and qPCR data. The qPCR did detect mRNA for a few genes whose levels of expression did not reach statistical significance in the microarray analyses. These genes are Plcb4, Gpr3, and Gpr92 in AtT20 cells and Plcb1, Gpr83 and Gpr92 in N18 cells.

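The array levels of these genes were 0.05 ± 0.21 for Plcb4 and 0.24 ± 0.23 for Gpr3 on the plates labelled AtT20 (SD, n = 4 plates), where the marker Pomc was also below the threshold. Gpr3 was above the threshold on 1 of these plates, and passed without plate 1 (0.34). On the N18 plates the levels were 0.04 ± 0.02 for Plcb1 and 0.22 ± 0.09 for Gpr83, below the threshold on each plate. None of the 4 passed under any of the 10 alternatives. Gpr92 and the qPCR values were not analysed here.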

**Figure 7:**
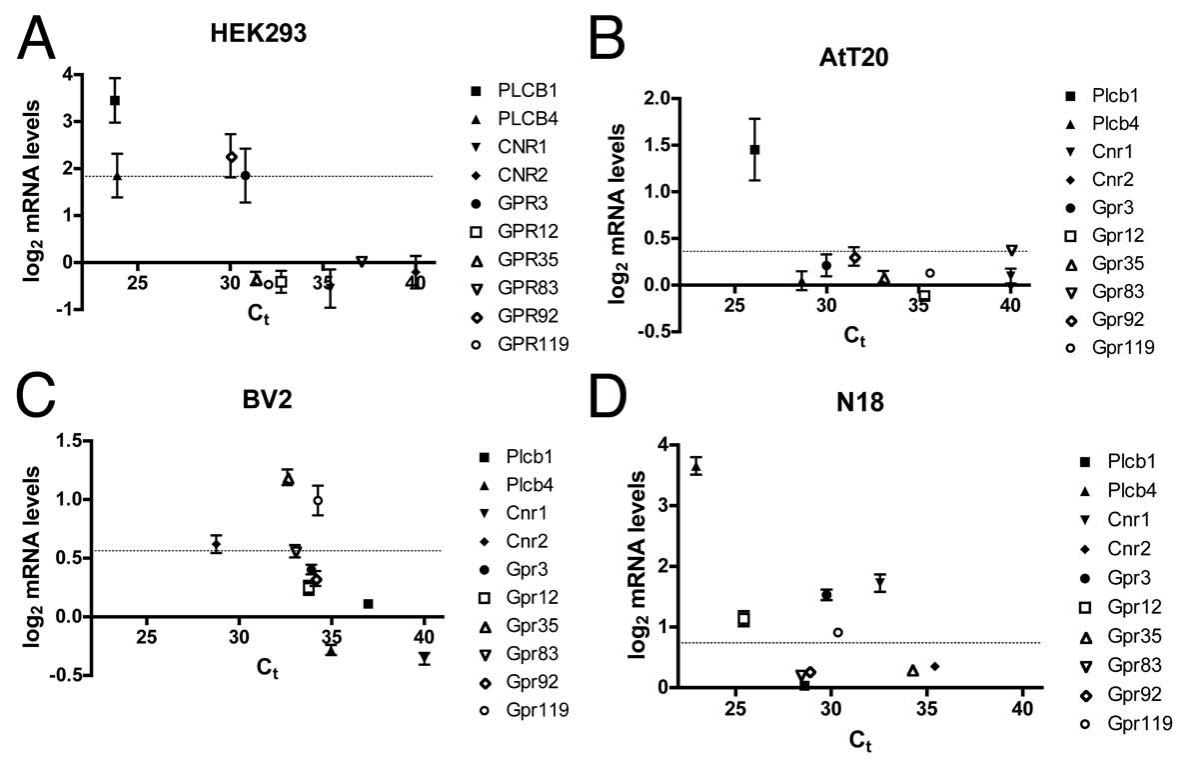
**Quantitative polymerase chain reaction validation of microarray analysis**. Quantitative PCR analysis of 10 genes from (A) HEK293, (B) AtT20, (C) BV2, and (D) N18 cell lines. mRNA levels determined from qPCR analysis were plotted against the mRNA levels measured in the microarray analyses in figures 1, 3 and 6. The dashed lines indicate the threshold of statistical significance for the microarray data. Points that fall between 0 and this threshold indicate genes that were detected with the microarray analysis but failed to meet statistical significance. Lower critical threshold (Ct) values indicate high mRNA copy numbers.

## Discussion

The ability to induce expression of a known protein in a model cellular system, such as the cell lines analyzed here, has served as a remarkable, vital tool. However, the GPCR research community that makes use of these cell lines has had only limited data on the complement of GPCRs and related signaling machinery expressed in them. When a cell line is used for heterologous expression, ignorance of the endogenous protein expression profile of a cell line may lead to false conclusions about the nature of receptor function. Indeed, the cellular milieu can have a dramatic impact on GPCR signaling (see [22]. Microarray technology is now sufficiently accessible and mature to determine the mRNA expression for cell lines from species whose genomes have been sequenced. Yet even where microarray studies have been conducted, their data remains only nominally accessible to those with sufficient means, experience and time to extract useful information. The absence of a systematic published study of mRNA expression for signaling proteins of general interest hinders research using these important cell lines. This study provides data examining the presence of several hundred different GPCRs and related signaling proteins in four phenotypically diverse cell lines frequently used in GPCR research.

HEK293 cells are perhaps the most widely used cell line, cited in over four thousand publications and initial work has identified a number of endogenous receptors (see below). We expanded upon this knowledge by demonstrating that HEK293 cells express at least 75 different GPCR mRNAs. Much of what has been reported about GPCR mRNA expression patterns in HEK293 cells was confirmed by our analysis: ADORA2B, CHRM3, F2R, F2RL1, GABABR1, GPCR5A, GPR19, LGR5, LPAR1, LPAR2, P2YR1, PTGER2, S1PR, and SSTR5 [17,26,38-46]. HEK293 cells have been reported to possess mRNA for a number of receptors that were not found to be expressed at statistically significant levels in our study: 5HT1D, 5HT6, 5HT7, ADRA2(a-c), ADRAB2, AGTR1, BDKRB2, DRD2, GPR1, GPR161, GRM4, P2YR2 and SSTR2 [17,26,46-50]. Our results also indicate that HEK293 cells express mRNA for most G protein subunit isoforms, and numerous isoforms of adenylyl cyclase, protein kinases A and C, and phospholipase C. In addition they are useful for studying regulation of G protein mediated signaling as significant levels of mRNA for beta-arrestin1 and 2, GRK3-5 and a number of RGS subtypes were seen.

Much less is known of the expression patterns of GPCRs in AtT20 cells. 

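Sstr2 had a level of 0.81 ± 0.41 (SD, n = 4) on the plates labelled AtT20, above the threshold on each plate and under all 10 alternatives. Sstr1 was at 0.53 ± 0.18, above the threshold on 3 of the 4 plates, and lost its call under 5 of the 10. The other levels were 0.13 ± 0.10 for Chrm4, 0.26 ± 0.11 for Vipr1, 0.14 ± 0.08 for Adcyap1r1 and 0.07 ± 0.11 for Sstr5, all below the threshold on each plate. Of these only Vipr1 passed under an alternative, without the highest of the seminal proteins. The corticotroph marker Pomc was below the threshold as well.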

We confirmed the presence of Sstr1 and Sstr2 mRNA in AtT20 cells [30], but did not observe significant levels of any of the other receptors that have previously been reported such as Chrm4 [51], Vipr1a, Adcyap1r1, or Sstr5 [30,52,53]. The lack of significant levels of CRF receptor mRNA was of interest as AtT20 cells have been reported to be sensitive to CRF [54]. mRNA for Hrh3 or Hrh4 histamine receptors were not detectable, despite reports of their presence [55,56], but a low level of Hrh2 was found. 

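The levels of the CRF receptor genes were 0.09 ± 0.07 for Crhr1 and 0.07 ± 0.07 for Crhr2 (SD, n = 4 plates) on the plates labelled AtT20. Hrh3 was at -0.15 ± 0.04 and Hrh4 at -0.20 ± 0.09, under the mean of the seminal proteins. None of these 4 genes was above the threshold on any plate or under any of the 10 alternatives. Hrh2 was at 0.46 ± 0.36, above the threshold on 2 of 4 plates and with fewer than 2 probes above it. It no longer passed without plate 4 (0.35), and lost its call under 6 of the 10 alternatives, among them the median of the probes. Pomc did not pass on these plates.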

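The tachykinin receptor levels on the plates labelled AtT20 were -0.19 ± 0.07 for Tacr1 (SD, n = 4) and -0.01 ± 0.05 for Tacr2, while Tacr3 lay between -0.07 and 0.12 on single plates. No plate and none of the 10 alternatives put any of the 3 above the threshold, and Pomc was below it too.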

Tacr1 [31] was not detected, nor were Tacr2 and Tacr3. 

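Ackr3, the present symbol of Cmkor1, had a level of 0.05 ± 0.05 (SD, n = 4) on the plates labelled AtT20, below the threshold on each plate and under all 10 alternatives. On these plates Pomc did not reach the threshold either.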

We also did not detect the orphan Cmkor1/Cxcr7 [57]. It is worth noting that there are at least two AtT20 clones available and this may explain some of the differences we found. Generally speaking, AtT20 cells possess a much less diverse complement of GPCR-related signaling and regulatory gene products than the other cell lines tested. 

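Of the 28 GRK, RGS and beta-arrestin genes with probes, 6 passed the threshold on the plates labelled AtT20, 17 on the BV2 plates and 19 on the N18 plates. Of the 37 phospholipase genes 13, 18 and 20 passed in the same order, and of the 24 genes for PKA, PKC and adenylyl cyclase 9, 10 and 17. For the G protein subunits the shares were 43.8%, 62.5% and 68.8%. The counts were not lowest on the plates labelled AtT20 in each family. For PKC they were 5, 3 and 5 of 8 genes, and for phospholipase D 4, 3 and 3 of 5 genes. Of the 99 signaling genes that passed in at least 1 of these lines, 32 passed in all 3 and 61 in both BV2 and N18. Pomc did not pass on the plates labelled AtT20.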

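On single plates, 38 to 58 of the 128 signaling genes were above the threshold on the plates labelled AtT20, 57 to 76 on the BV2 plates and 75 to 85 on the N18 plates. The mean share was higher by 18.4 percentage points in BV2 than on the plates labelled AtT20 (exact permutation test, two-sided, p = 0.0571, 0.0979 after Benjamini-Hochberg adjustment over 12 comparisons, n = 4 plates each). It was higher by 27.0 points in N18 than on the plates labelled AtT20 (exact permutation test, p = 0.0286, adjusted 0.0858). The smallest p that 4 plates against 4 allow is 0.0286. Of the 16 comparisons of 1 plate with another, BV2 was higher in 15 and N18 in 16. With 1 plate left out in turn, the first of these differences lay between 16.2 and 21.7 points. With the olfactory receptor controls that difference was 10.7 points, and with one threshold 27.1 points (exact permutation tests, both p = 0.0286). These were the lowest and highest values under the alternatives set before the data were examined. With the mean of log2 probes it was 15.6 points (exact permutation test, p = 0.0571). With quantile normalization and one threshold together, chosen after seeing the data, the 2 differences were 2.73 and 12.7 points (exact permutation tests, p = 0.371 and 0.0286). In limma's comparison, 98 of the 128 genes differed between BV2 and the plates labelled AtT20 at an adjusted p under 0.05, and 98 adjusted over the list alone, with 34 higher in BV2 and 64 lower. Between N18 and the plates labelled AtT20 99 differed (99 adjusted over the list alone), 40 higher in N18 and 59 lower. These directions follow the scaling of the arrays, as over the whole array 36.2% of the differing genes were higher in BV2, but 74.2% relative to the seminal proteins and 13.5% without normalization. Prkar1a was higher in N18 than on the plates labelled AtT20 by 4.46 on the log2 scale (adjusted p = 5.3e-12, at least 13.7-fold, the smallest bound of 3 scalings, here and for the next 2 genes), and Gna13 by 3.23 (adjusted p = 9.43e-12, at least 6.29-fold). Prkca was lower in BV2, with a difference of -2.36 (adjusted p = 1.61e-09, at least 2.16-fold), and Adcy3 in N18, with -2.64 (adjusted p = 1.47e-10). These 4 differences passed the test under all 16 alternatives. The alternatives do not test whether a low value on the plates labelled AtT20 means little RNA. The 15 genes listed as expressed in all cells had a median level of 3.01 there and 5.71 in N18, with 14 called in each. Of their 45 probes, 32 were above the threshold on the plates labelled AtT20 and 42 in N18. Whether the bounds for Prkar1a and Gna13 come in part from this lower signal stays open. The marker Pomc was below the threshold on the plates labelled AtT20.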

Of the approximately 120 GPCR signaling gene products that we studied here, AtT20 cells had 45 significantly expressed signaling related proteins compared to 72 or more in each of the 3 other cell lines. 

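The levels of Arrb1, Grk3, Grk4 and Grk5 on the plates labelled AtT20 were 0.22 ± 0.09, 0.04 ± 0.12, -0.14 ± 0.07 and -0.02 ± 0.10 (SD, n = 4 plates). None of the 4 was above the threshold on any plate or passed under any of the 10 alternatives. On these plates Pomc was below the threshold as well.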

AtT20 cells were the only ones to not have significant levels of beta-arrestin1 (Arrb1) or GRK3-5. 

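Of 20 RGS genes with probes, 3 passed the threshold on the plates labelled AtT20, Rgs14 at 0.91 ± 0.36, Snx13 at 0.47 ± 0.27 and Rgs3 at 0.42 ± 0.22 (SD, n = 4 plates). Rgs3 was singled out after its value was seen. Rgs20 was at 0.35 ± 0.24, just under the threshold of 0.37 and above it on 2 of 4 plates. It passed without plate 1 (0.37) or plate 3 (0.46), when the SD was taken over plate means, and without the highest of the seminal proteins. Rgs14 passed under all 10 alternatives. Snx13 lost its call under 5 of them and Rgs3 under 7, and Rgs3 also without plate 2 (0.33). Pomc was below the threshold on the same plates. Rgs11, Rgs21 and Rgs22 were not analysed here.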

Only three RGS gene products were found at significantly high levels: Rgs14, Rgs20, and Snx13.

BV2 cells are commonly used to study microglial biology. These cells exist in a continuum between two states: a resting state and an activated state. For example, upon interferon gamma treatment (primed state), BV2 cells increase both Cnr2 and Gpr55 mRNA levels, whereas with lipopolysaccharide treatment (activated state) these levels decrease [58]. In our case, BV2 cells were cultured under conditions expected to promote a resting state. We can confirm that as reported in the literature BV2 cells express Adora3 [59], Cnr2 [33,58], Mtnr1a [60], Galr2 [61], Ccr5, Cxcr3 [62] and Rgs2, 10, 12 [27,28,63]. 

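On the BV2 plates the levels were 0.66 ± 0.23 for Adora3 and 0.73 ± 0.13 for Mtnr1a (SD, n = 4 plates), and Galr2 stayed between 1.03 and 1.11 with each plate left out in turn. All 3 passed, the latter pair with fewer than 2 probes above the threshold. They lost their calls with the olfactory receptor controls, Adora3 and Mtnr1a also with a threshold of 3 SD, and Mtnr1a and Galr2 also with the median of the probes. Cxcr3 was at 0.563 ± 0.110, against a threshold of 0.564, and did not pass. It passed without plate 3 (0.55) or plate 4 (0.59), when the SD was taken over plate means, after quantile normalization, without the highest of the seminal proteins, and with one threshold for the 3 lines. Rgs2 was at 2.61 ± 0.48 and Rgs10 at 1.48 ± 0.45, both under all 10 alternatives. Rgs12 passed at 0.57 ± 0.15, on 2 of 4 plates, but not without plate 1 (0.52) or plate 4 (0.55), and it lost its call under 7 of the 10 alternatives.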

We also detected mRNA for receptors that have been reported to be upregulated in response to stimulation such as Ccrl2 [28,64], Ptafr, Ptigr [64] and Rgs7 [65]. 

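The levels on the BV2 plates were 2.63 ± 0.49 for Ccrl2, 2.69 ± 0.45 for Ptgir and 0.64 ± 0.08 for Rgs7 (SD, n = 4 plates). Ccrl2 and Ptgir passed on each plate and under all 10 alternatives. Rgs7 passed on 3 of 4 plates with fewer than 2 probes above the threshold, and lost its call under 6 of the 10. Ptafr was not analysed here, and no stimulated cells were measured.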

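Cx3cr1 had a level of 0.40 ± 0.18 (SD, n = 4) on the BV2 plates, Hcrtr1 of 0.37 ± 0.07 and Gpr55 of 0.04 ± 0.09. Cx3cr1 and Hcrtr1 were each above the threshold on 1 plate, Gpr55 on none, and none of the 3 passed under any of the 10 alternatives.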

Here, too, we identified a few receptors that have been reported present for which we found levels of mRNA below the levels that we defined as statistically significant: Hcrtr1 [66], Gpr55 [58] and the receptor for Cx3cr1 [67]. We did not detect Prokr1 which is upregulated with activation [27], nor for Oprm1, P2ry1 and Gpr149 which are downregulated following activation [27,28]. 

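On the BV2 plates the levels of Prokr1, Oprm1, P2ry1 and Gpr149 were -0.23 ± 0.10, -0.08 ± 0.07, -0.18 ± 0.15 and -0.10 ± 0.03 (SD, n = 4 plates). All 4 lay under the mean of the seminal proteins, were below the threshold on each plate, and passed under none of the 10 alternatives. The level of P2ry1 was 0.04 on plate 2 and -0.27 to -0.23 on the other plates.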

Several reports have identified the presence of mGluRs in BV2 and primary microglia [21,68,69]. Interestingly, Grm1 is generally thought *not *to be present in BV2 cells, yet it was the only one that we significantly detected. We did find low, non-significant levels of Grm3, 6, and 8. 

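Grm3 had a level of 0.39 ± 0.10 (SD, n = 4) on the BV2 plates, Grm6 of 0.09 ± 0.05 and Grm8 of 0.33 ± 0.15. Grm3 was above the threshold on 1 plate and the other two on none. None passed under any of the 10 alternatives.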

The differences may be due to differences in the activation state of the cell lines. BV2 cells appear have a diverse receptor and signaling gene product profile.

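On the BV2 plates 95 of the 318 GPCR genes passed the threshold, with levels from 0.57 to 4.92 and a median of 0.96. Of these 76 were above the threshold on each plate and 58 had at least 2 probes above it, while 23 passed by less than 1 SD of their plates. The count moved most with the olfactory receptor controls, which left 33, and lay between 91 and 107 with each plate left out. A level above 1 was reached by 44 of the 95 GPCR genes and by 48 of the signaling genes that passed.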

Of the cell lines tested, the least well characterized is the N18 neuroblastoma line. They are known to express Cnr1 [70], which we confirmed with our analysis. It has been reported by some that they do not express muscarinic receptors [71], but our analysis shows that they have mRNA for three different types (Chrm2, 3, and 4) consistent with other reports [72,73]. These studies also found evidence for secretin, prostacyclin, opioid and alpha_2_-adrenergic receptors In support of this we found significantly high levels of mRNA for Ptgir1, Ptger1, Ptger3, Ptger4, Oprd1, Oprl1 and Adra2b. 

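The mean level of Cnr1 on the N18 plates stayed between 1.59 and 1.81 with each plate left out in turn, and on single plates it lay between 1.47 and 2.13. By limma it was higher than on the BV2 plates by 1.38 on the log2 scale (adjusted p = 3.68e-07, at least 1.51-fold under each of 3 scalings). It was also higher than on the plates labelled AtT20 by 0.53 (adjusted p = 0.002), where Pomc did not pass, but by 0.23 without normalization between the arrays (adjusted p = 0.25). In both cases each N18 plate was above each plate of the other line.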

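Chrm2 had a level of 1.91 ± 0.09 (SD, n = 4) on the N18 plates, Chrm4 of 1.62 ± 0.18 and Chrm3 of 0.84 ± 0.21, each with at least 2 probes above the threshold. Chrm2 and Chrm4 were above the threshold on all 4 plates and under all 10 alternatives. Chrm3 was above it on 3 plates and lost its call under 4 of the 10, which were the olfactory receptor controls, a threshold of 3 SD, all 4 plates above the threshold and limma's moderated test.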

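On the N18 plates the prostanoid receptor levels were 3.18 ± 0.27 for Ptgir, 2.48 ± 0.29 for Ptger1, 1.69 ± 0.12 for Ptger3 and 0.83 ± 0.18 for Ptger4 (SD, n = 4 plates). The opioid receptors that passed were Oprd1 at 1.38 ± 0.16 and Oprl1 at 0.88 ± 0.19, and Adra2b was at 0.95 ± 0.07. Ptgir and Ptger1 passed under all 10 alternatives. Ptger3 and Ptger4 lost their calls with the median of the probes, as did Adra2b, and Oprd1 with the olfactory receptor controls. Ptger4 and Oprl1 were above the threshold on 2 of 4 plates and lost their calls under 5 of the 10 alternatives each. Fewer than 2 probes were above the threshold for Ptger4 and Adra2b.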

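The level of Sctr was 0.65 ± 0.11 (SD, n = 4) on the N18 plates, that of Adra2a 0.40 ± 0.12, that of Oprk1 0.24 ± 0.06 and that of Oprm1 0.21 ± 0.06. Sctr was above the threshold on 1 plate, and passed without the highest of the seminal proteins and with one threshold for the 3 lines. The other 3 genes were below the threshold on each plate and under all 10 alternatives.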

There were also levels of mRNA for Sctr, Adra2a, Oprk1 and Oprm1 that did not reach statistical significance. 

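P2ry2 had a level of 0.48 ± 0.13 (SD, n = 4) on the N18 plates. It was below the threshold on each of them and under all 10 alternatives, and its mean stayed between 0.45 and 0.55 with each plate left out in turn.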

Another report describes P2ry2 expression [74], but for this we only found low non-significant levels. Beyond these reports there seems to be little known of GPCR signaling in this cell line and this analysis substantially extends our knowledge of its complement of GPCR expression, at least at the mRNA level. 

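By class, 25.2% of the Class A genes with probes passed the threshold on the N18 plates, against 30.3% on the BV2 plates and 20.1% on the plates labelled AtT20. For Class B the shares were 43.6%, 30.8% and 25.6% in the same order, for Class C 13.3%, 6.67% and 40.0%, and for Class F/S 70.0%, 50.0% and 60.0%. Class C and Class F/S have 15 and 10 genes with probes. Olfactory receptor genes, whose expression was not tested, passed in 17.8%, 21.6% and 9.77% of 1064 cases in the same order. Comparing N18 with BV2 by limma, 69 of the 128 signaling genes differed at an adjusted p under 0.05, 41 higher in N18 and 28 in BV2 (69 adjusted over the list alone). The count was 94 with only the 8 arrays of the pair and 29 with a difference of at least 1. Pla2g4a differed by -4.10 on the log2 scale (adjusted p = 6.41e-14, at least 11.3-fold higher in BV2 under each of 3 scalings). Prkar1a was higher in N18 by 2.76 (adjusted p = 4.52e-09). Both passed the test under all 16 alternatives, and each plate of the higher line was above each plate of the other. Pomc was below the threshold on the plates labelled AtT20.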

Like BV2 cells, N18 cells appear to have a large repertoire of GPCRs, effectors, and regulating proteins, being consistently one of the highest expressers in each receptor class analyzed.

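Of the 318 GPCR genes with probes, 29.9% passed the threshold on the BV2 plates and 28.3% on the N18 plates. In all, 155 of the 318 passed in at least 1 of the 3 mouse lines and 163 in none. Only 33 passed in all 3. Leaving out the highest of the seminal proteins gave the largest share for BV2, 37.4%, and the olfactory receptor controls the smallest, 10.4%. The genes that did not pass on the BV2 plates number 223, of which 87 were at or below the mean of the seminal proteins and 36 were above the threshold on at least 1 plate.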

Interestingly, even the most prolific cell line expressed only a small portion of the full repertoire of non-chemosensory GPCRs (~360). Of these four cell types, BV2 cells expressed the highest total number of GPCRs (108) followed by N18 (105), AtT20 (79), and HEK293 cells (73). 

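On single plates, 81 to 115 of the 318 GPCR genes were above the threshold in BV2, 84 to 96 in N18 and 57 to 99 on the plates labelled AtT20. The mean shares were 32.1 ± 4.71% (SD, n = 4), 28.9 ± 1.70% and 23.7 ± 6.00%. The share was higher in BV2 than on the plates labelled AtT20 by 8.41 percentage points (exact permutation test, two-sided, p = 0.0857, adjusted 0.114 over the same 12 comparisons), in 14 of 16 comparisons of 1 plate with another. N18 was higher than the plates labelled AtT20 by 5.27 points (exact permutation test, p = 0.229, adjusted 0.249), and differed from BV2 by -3.15 points (exact permutation test, p = 0.229, adjusted 0.249). Leaving out 1 plate changed 2 of these tests, to 7.76 points and p = 0.0286 for N18 without plate 2 of the plates labelled AtT20, and to -5.35 points and p = 0.0286 for N18 against BV2 without plate 3 of BV2 (exact permutation tests). The order of the lines changed under some alternatives. With the olfactory receptor controls the differences were -2.99, -0.157 and 2.83 points (exact permutation tests, p = 0.0571, 0.943 and 0.0571). With one threshold for the 3 lines they were 14.3, 19.4 and 5.11 points (exact permutation tests, p = 0.0286, 0.0286 and 0.0857). With quantile normalization and one threshold together, an alternative chosen after seeing the data, 75 GPCR genes passed in BV2, 68 in N18 and 88 on the plates labelled AtT20, and the differences were -6.92, -8.18 and -1.26 points (exact permutation tests, p = 0.0571, 0.0286 and 0.400). Pomc was below the threshold on the plates labelled AtT20, and HEK293 cells were not analysed here.

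**Figure D3:**
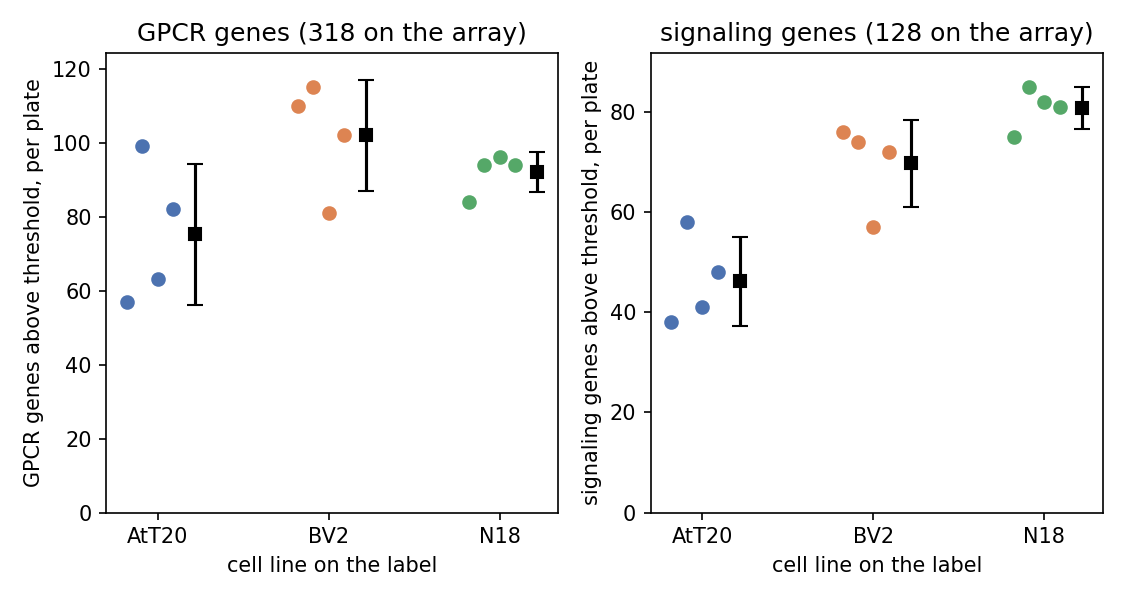
Number of GPCR genes (of 318) and signaling genes (of 128) above the threshold on each plate, by cell line, with colored points for single plates and black squares for the mean ± SD (n = 4). For the GPCR genes the plates labelled AtT20 lie between 57 and 99 and the BV2 plates between 81 and 115, an order that the olfactory receptor controls turn around.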

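Class A genes passed the threshold in 77 of 254 cases on the BV2 plates. Of these, 60 were above it on each of the 4 plates, 49 had at least 2 probes above it, and 27 passed in BV2 only. Among the Class A orphans, 18 on the BV2 plates and 22 on the N18 plates were above the threshold on each plate, and 15 and 18 had at least 2 probes above it. Of the orphans, 7 passed in BV2 only.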

BV2 cells had the greatest total abundance of Class A receptors (88), but had equal numbers of Class A orphan GPCRs as N18 cells (figure 3). On the other hand, HEK293 cells have mRNA for the greater number of Class B and Class C orphans (figure 4). It is interesting that the BV2 and the N18 cell lines, which are more often used as models for specific cell types, express mRNA for the most diverse set of receptors. This presumably results in a greater sensitivity to a broad spectrum of ligands and the large number of signaling proteins for which we measured high mRNA levels in these two cell lines attest to this. It is also of interest that HEK293 and AtT20 cells have the lowest numbers of GPCRs of these four lines. 

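Of the GPCR genes, 56 passed the threshold in both BV2 and N18, 41 in BV2 and on the plates labelled AtT20, and 39 in N18 and on the plates labelled AtT20. In only 1 of the 3 lines, 31 passed in BV2, 28 in N18 and 26 on the plates labelled AtT20, where Pomc did not.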

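Over the whole array, 53.3% of the genes and targets passed the threshold on the BV2 plates, 55.4% on the N18 plates and 35.0% on the plates labelled AtT20. The share per plate was higher by 18.4 percentage points in BV2 than on the plates labelled AtT20 and by 20.3 points in N18 (exact permutation tests, two-sided, both p = 0.0286, the smallest p possible, adjusted 0.0858). N18 and BV2 differed by 1.94 points (exact permutation test, p = 0.657). In BV2 and N18 the share moved most with the olfactory receptor controls, to 31.3% and 37.9%. On the plates labelled AtT20 these gave 22.2%, and at least 2 probes above the threshold, an alternative chosen after seeing the data, gave 19.4%. The difference of BV2 from the plates labelled AtT20 had p = 0.0571 without plate 1 (16.7 points) or plate 3 (17.6 points) of the latter (exact permutation tests). With quantile normalization and one threshold together, also chosen after seeing the data, the first 2 differences were 5.18 and 7.14 points (exact permutation tests, both p = 0.0286). Quantile normalization gives all arrays the same distribution of probes, so for the whole array this setting cannot decide whether more genes are expressed. From the number of receptors and of signaling proteins with high mRNA levels, the paper proposes that BV2 and N18 cells are sensitive to a broad spectrum of ligands.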

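In limma's comparison, 223 of the 318 GPCR genes differed between BV2 and the plates labelled AtT20 at an adjusted p under 0.05 (223 adjusted over the list alone), 36 higher in BV2 and 187 lower. Between N18 and the plates labelled AtT20 231 differed (230 adjusted over the list alone), 38 higher in N18 and 193 lower. These directions rest on the scaling of the arrays, as does the order of the counts above the threshold, which with quantile normalization and one threshold together, chosen after seeing the data, was 88 for the plates labelled AtT20, 75 for BV2 and 68 for N18. Of the GPCR and signaling genes together that differed, 239 of 321 kept their sign relative to the seminal proteins for BV2, and 231 of 330 for N18. The median difference over all genes was -0.23 for BV2 and -0.25 for N18, and it became 0.28 and 0.54 relative to the seminal proteins, and -1.08 and -0.85 without normalization. Adgre1 was higher in BV2 than on the plates labelled AtT20 by 4.11 on the log2 scale (adjusted p = 1.85e-14, at least 5.80-fold under each of 3 scalings). F2r was higher in N18 by 4.11 (adjusted p = 7.99e-13, at least 9.77-fold). Adgrl1 differed by -2.45 in BV2 (adjusted p = 9.99e-10) and Mchr1 by -2.34 in N18 (adjusted p = 3.53e-09). These 4 differences passed the test with the same sign under all 16 alternatives. The median of the probes is not among these alternatives. Mchr1 had fewer than 2 probes above the threshold on the plates labelled AtT20, and with that median it lost its call there. The plates labelled AtT20 are those on which Pomc, Tbx19 and Pcsk1 did not pass. The 15 genes listed as expressed in all cells were also lower there, with a median level of 3.01, against 5.33 in BV2 and 5.71 in N18. Whether the bounds for Adgre1 and F2r come in part from this lower signal was not tested by the alternatives.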

Low expression (both of amount and type) may allow these cell lines to serve as a better-differentiated cell model, and, from an experimental perspective, may make a given cell line more attractive as a 'clean slate' into which gene products of interest can be introduced.

mRNA expression levels do not guarantee that a specific mRNA is properly translated, folded, and trafficked to produce functional protein. Discrepancies between our findings and those that have been reported using PCR-based methods may be due to differences that appear in cell lines with time, passage number and growth conditions. Discrepancies may also be attributed to the PCR-based techniques generally employed to extract and amplify mRNA: in some cases the techniques used in many of the studies cited here, some of which do not allow for relative quantification, may have detected very low levels of receptor mRNA that did not reach our threshold for statistical significance. In light of the potential discrepancies between microarray and PCR-based techniques, we employed qPCR analysis to test the validity of our microarray results (figure 7). The overall consistency between our qPCR results and microarray data lend confidence to the concept that the microarray analyses accurately reflect the presence of mRNA for these GPCRs and their signaling proteins.

## Conclusions

In conclusion, this microarray analysis of the nearly full complement of non-chemosensory GPCRs and related signaling proteins in these four cell lines greatly expands our understanding of their potential signaling repertoire. These cell lines are used frequently as models of specific cell types, in heterologous expression, and as controls for antibody screening. The present work provides accessible profiles of mRNA expression that we hope will assist investigators of the GPCR superfamily in choosing the appropriate cell line to study a particular GPCR or related protein of interest and further to better understand potential functional interactions between GPCRs and related proteins in these lines. It is our hope that this work can eventually be extended to other commonly used cell lines such as CHO and COS7 cells when their host genomes (in this case hamster and green monkey, respectively) have been sequenced and made available for gene microarray analysis.

## Methods

### Cell cultures

Human Embryonic Kidney (HEK) (catalog #CRL-1573) and AtT20 (catalog #CRL-1795) cells were purchased from American Type Culture Collection (Boston, MA). BV2 microglia cells were obtained from Dr. Nephi Stella (University of Washington) [32,33]. N18 neuroblastoma cells were obtained from Dr. William Catterall (University of Washington)[75]. Dulbecco's modified Eagle's medium (DMEM), penicillin, streptomycin, and fetal bovine serum (FBS) were purchased from Gibco Life Technologies (Rockville, MD). All cell lines were grown in DMEM with 10% FBS, 100 units ml-1 penicillin, and 100 μg ml-1 streptomycin at 37°C in 5% CO_2 _humidified air. Importantly, BV2 cells were maintained in conditions that push BV2 cells towards a resting, non-activated state.

### Cell preparation, mRNA extraction & microarray analysis

Hybridization and sample imaging/quantification was performed by Indiana University's Center for Genomics and Bioinformatics. To study mouse and human mRNA expression, we used Nimblegen 4 × 72 k arrays (NCBI MM8, and NCBI HG18, respectively; 60 mer probe lengths). These are four-plex arrays that allow for the examination of mRNA expression of ~20,000 genes from four samples. The layout provides for three probes per target, the values of which we averaged to obtain a sample value. We cultured four 10 cm plates of each cell line, performing separate extractions when the cells grew to confluence. Total RNA was extracted from cells using TRIzol reagent (Invitrogen) under RNase-free conditions, followed by chloroform treatment (100 ul/ml). After centrifugation, the aqueous phase containing total RNA is then extracted and treated with isopropanol (500 uL/mL) for 5-10 mins. After centrifugation, the RNA pellet was isolated, washed with ethanol (75%; 1 ml/1 mL of reagent solution), followed by another centrifugation and air-dried. The RNA pellet was resuspended in RNase-free water. Total RNA quantity was assessed using NanoDrop ND-1000, and the Bioanalyzer 2100 determined the 28S/18S ratio for quality assessment. To synthesize targets for hybridization, we began with 10.0 μg of total RNA and used Invitrogen's SuperScript Double-Stranded cDNA Synthesis kit using oligo (dT) primer (Promega) followed by DNA labeling using 1 O.D. CY3-labeled random nonamer primer (TriLink Biotechnologies) and 100 U Klenow fragment 3' > 5' exo-(NEB) per 1.0 μg double-stranded cDNA. Single-color hybridization, post-hybridization washing and scanning were done with NimbleGen reagents and according to the NimbleGen's User's Guide for Expression Analysis. Images were acquired using a GenePix 4200A scanner with GenePix 6.0 software. The data from these arrays were extracted using the software NimbleScan 2.4 (Roche NimbleGen) and processed into PAIR files.

We used two separate NimbleGen high-density arrays for expression analysis (design name = HG18 60 mer expr 4plex and design name = MM8 60 mer expr X4). The 4-plex arrays each consisted of 4 × 72,000 isothermal long-oligo nucleotide probes that are 60 nucleotides in length. The first was based on HG18, Build 36 version from NCBI of *Homo sapiens *gene catalog, which represented 24,000 protein-encoding genes with 3 probes per target and 1 replicate, and the second was MM8 version from NCBI of *Mus musculus *gene catalog, which represented 18,869 protein-encoding genes with 3 probes per target and 1 replicate.

### Quantitative polymerase chain reaction analysis

Primers for selected GPCRs and enzymes were designed using Primer-Blast (http://www.ncbi.nlm.nih.gov/tools/primer-blast). The mouse gene was used as template in the primer design, and either mouse or human genome was used to screen for non-specific targets. Suitable primers were determined in this way and were commercially produced (Integrated DNA Technologies, Coralville, Iowa). AtT20, BV-2, HEK293 and N18 cell lines were grown on 10 cm dishes until each monolayer was 50-95% confluent. Total RNA was prepared and reverse transcribed using a Retroscript Kit as per manufacturer's protocol (Cat# AM1710; Ambion Inc. Austin, Texas). Two micrograms of total RNA from each line was reverse transcribed, samples were diluted and qPCR was performed using a Stratagene Mx3000P thermocycler and Sybr Green/Low Rox polymerase mix (Cat.# 95056-100, Quanta Biosciences, Gaithersburg, MD). In the case of N18, the "no RT" control showed significant genomic DNA contamination. To compensate for this, the total RNA for this sample was treated with DNase 1 for 1 hour and again purified just prior to RT. Primers for glutaraldehyde-3-phosphate dehydrogenase (GADPH) were used to make an internal control for each cell line with the threshold cycle set at 16. Once the standard critical threshold (Ct) was set, the relative expression levels for genes within each cell line were determined.

### Database information

All data is MIAME compliant and has been deposited in GEO (accession number GSE25901).

### Statistical analysis

For statistical analysis of the microarray data, we first transformed the values from the microarray into log2 format for ease of comparison and data representation [76]. We then obtained values for 10-11 assorted seminal proteins that were unlikely to be expressed in these cell lines. For the human-derived HEK293 cells these were: PYY2, PSP94, SPATA3, SPATA4, SPATA5, SPATA13, SPATS1, SPESP1, SPERT, ODF1, and SPAM1. For the three murine cell lines we selected: Svs2, Svs3, Svs5, Svs6, Svs7, Sva, Svp2, Sval1, Sval2, Sval3. We averaged the expression level of each of these proteins for each of the four plates to determine the mean and standard deviation of their expression. We took these mean values to represent zero expression. To determine statistically significant expression, we added the mean plus two standard deviations of the expression levels of these seminal proteins for each plate. We then subtracted this value from the value for each receptor and protein for which we obtained a signal. The mean plus two standard deviations was considered to be the baseline for our proteins of interest as any values at this level or higher would be considered statistically significant (95% confidence that the true mean of the seminal protein expression would fall within the mean plus two standard deviations). Thus any protein remaining with a positive expression value is considered to be significantly expressed [76]. All graphs and statistical analyses were generated using GraphPad Prism 4.0 software (Hearne Scientific Software, Chicago, IL).

## Abbreviations

CRF: corticotropin releasing factor; DMEM: Dulbecco's modified Eagle's medium; FBS: fetal bovine serum; GPCR: G Protein Coupled Receptor; GRK: G protein coupled receptor kinase; HEK: Human Embryonic Kidney; mGluR: metabotropic glutamate receptor; PCR: polymerase chain reaction; RGS: Regulator of G protein signaling.

## Authors' contributions

BKA carried out the drafting of the manuscript and the statistical analysis. JL performed the microarray analysis and assisted in drafting the manuscript. JWM performed the cell line preparation, mRNA extraction and qPCR experiments. KM participated in the design and coordination of the study. AS conceived of the study, participated in the design and coordination of the study, critical review of the manuscript, and performed the data extraction. All authors contributed to writing, reading, and approving the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

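RNA from 3 mouse cell lines, labelled AtT20, BV2 and N18, was measured on 12 NimbleGen arrays, with 4 separately grown plates per line and 1 array per plate. As deposited, the files hold log2 values, which the authors made from the Cy3 intensities of each array, with 1 value for each of 72000 probes. No sign of background subtraction or of normalization between arrays was found in the values, and the paper's methods describe neither. The largest share of equal values in an array was 0.05%. HEK293 cells were measured on human arrays and are not analysed here, and the qPCR values are not used here.

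The probes were grouped into 25631 targets. Gene symbols came from a table of mouse transcripts, of which only the names were used, and 69.4% of the targets were matched. A gene with several targets (433 genes) was given the mean of their levels. Genes on the lists without a matched target are not analysed here. The lists of GPCR, signaling and olfactory receptor genes, of corticotroph, microglia and neuroblastoma genes and of genes of all cells come from gene nomenclature and were written before the data were examined, as were the rule for detection, the comparisons and 10 alternatives for detection.

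The level of a gene on a plate is the log2 of the mean of its probes minus the mean of the 10 seminal proteins on that plate. A gene was called when the mean of 4 plates exceeded the mean over plates of 2 SD of the seminal proteins. The alternatives were the SD over the plate means, the mean of log2 probes, the median of probes, quantile normalization, olfactory receptor genes as controls, the seminal proteins without the highest, 3 SD, one threshold for the 3 lines, all 4 plates above the threshold, a moderated test in limma, and leaving out each plate in turn. For a target with 2 probes the median is the same as the mean, so that alternative cannot show a single bright probe there. Chosen after seeing the data were at least 2 probes above the threshold, the highest target of a gene (the target with the highest mean over the 12 arrays), quantile normalization and one threshold together and, for the comparisons of lines, a normexp background correction (offset 50).

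Lines were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) after quantile normalization of the 12 arrays. The p values were adjusted by Benjamini-Hochberg over 25128 genes and targets and, for each list, over the list alone, and a gene was counted at an adjusted p under 0.05. Alternatives were no normalization, levels relative to the seminal proteins, the mean of log2 probes, only genes above the threshold, a difference of at least 1, a replicate block, only the 8 arrays of the pair, and leaving out each plate. The number of genes above the threshold per plate was compared by two-sided exact permutation tests, with 0.0286 as the smallest p that 4 against 4 plates allow. Where a gene was below the threshold in 1 line, a fold was given as a lower bound from that line's threshold, as the smallest of the bounds after quantile normalization, relative to the seminal proteins and without normalization (the last 2 added after seeing the data), rounded down.

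Named genes are those that the paper names for these lines, at most 10 called members of each family it names for a line, the 3 GPCR and 3 signaling genes of highest level per line, the 3 genes with the largest difference in each direction per pair of lines, and the genes that mark each line. Other genes named are said to have been chosen after their values were seen. Results for some single genes are not reported here, and the counts of named genes leave them out.

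Both steps were tested on simulated data. With 200 genes changed by 1 on the log2 scale, 90.5% to 94% were recovered, and with a change of 0.5, 26.5% to 30.5%. The share of false calls was at most 7.9%. These simulated data had 200 changed genes of 25128 and a spread per gene shared by the lines. In the data 10270 to 19192 genes differed and the lines differed in spread, so these rates do not describe the real comparisons. The test of detection gave all probes the same small spread, so it could hardly fail. Signal over background, and the 4 arrays per line, limit the precision. Other tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.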

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

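The tests named in this part for the olfactory receptor genes were chosen only after the result was seen.

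In 12 of 361 groups of 4 plates, 1 plate lay far from the other 3. Chance alone gives about 1 in 20 such groups, or about 18.1 of 361, so the number is not above chance. These groups number 2 on the plates labelled AtT20, 5 in BV2 and 5 in N18. No biological explanation was tested for any of them, since the plates of a line do not differ in condition.

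On BV2 plate 2 the level of P2ry1 was 0.038 (-0.27 to -0.23 on the other plates) and that of Gnb5 0.44 (0.70 to 0.72). On BV2 plate 3 the level of Ptger4 was 1.15 (0.86 to 0.89) and that of Pla2g10 0.98 (0.66 to 0.71). On the same plate 11414 genes and targets of the whole array were above the threshold (13886 to 14206 on the others). On N18 plate 2 the levels were 5.36 for F2r (4.91 to 4.97), 2.17 for Rgs20 (1.66 to 1.71) and 4.81 for Stmn2 (4.36 to 4.38). On N18 plate 3 the level of Sstr5 was 0.84 (0.95 to 0.96). On N18 plate 1, 84 GPCR genes were above the threshold (94 to 96).

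On plate 3 of the plates labelled AtT20 the mean of the seminal proteins was 11.47 (10.77 to 10.79 on the other plates) and the median of the array 11.50 (10.85 to 10.86). Both lie in the same direction, and levels are taken relative to the seminal proteins of the plate. No test was made of what raised the intensities of this array, and a slide or scan is not known for it.

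Olfactory receptor genes, which the paper does not report on, passed the threshold in 104 of 1064 cases on the plates labelled AtT20, 230 in BV2 and 189 in N18. On all 12 plates the SD over the olfactory receptor genes was larger than that over the 10 seminal proteins, by 1.26 to 2.42 times. Genes that pass bring a larger SD with them, so this decides nothing on whether the seminal proteins vary less than other genes that are not expressed. On the plates labelled AtT20, 76.9% of the olfactory receptor genes that passed had fewer than 2 probes above the threshold, so single bright probes may account for most of these calls. In BV2 and N18 the share was at most 38.6%, which argues against single bright probes as the main source there. Expression of these genes in the cell lines was not tested and stays open.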

How the results depend on the processing

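Chosen after seeing the data were at least 2 probes above the threshold, the highest target of a gene, quantile normalization and one threshold together, and the normexp correction.

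Of 328 levels of named genes, 199 kept their call under all 10 alternatives (59 of 100 on the plates labelled AtT20, 65 of 118 in BV2, 75 of 110 in N18). The olfactory receptor controls removed 103 calls, the median of probes 63, at least 2 probes above the threshold 62, 3 SD 60, limma's moderated test 52, all 4 plates above the threshold 48, quantile normalization and one threshold together 29, the mean of log2 probes 21, one threshold for the 3 lines 16 and quantile normalization 10. Leaving out the highest seminal protein added 8 calls, and for 20 levels leaving out 1 plate changed the call. Except where a sentence here says otherwise, the cause was not tested.

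With the olfactory receptor controls, 43 GPCR genes passed on the plates labelled AtT20, 33 in BV2 and 41 in N18, 27 and 43 signaling genes on the plates labelled AtT20 and in BV2, and 22.2% and 31.3% of the whole array. The GPCR differences in percentage points per plate reversed to -2.99 (BV2 minus AtT20), -0.157 (N18 minus AtT20) and 2.83 (N18 minus BV2). Those of the olfactory receptor genes were -0.752, -0.258 and 0.493. These genes are their own controls here, so the last 3 values decide nothing on the lines. The signaling differences became 10.7 (BV2 minus AtT20) and 11.3 (N18 minus BV2), and that of the whole array 6.52 (N18 minus BV2), each past the exact test (p = 0.0286).

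With the median of probes 48 GPCR genes passed on the plates labelled AtT20, with all 4 plates above the threshold 48, with limma's moderated test 46. With at least 2 probes above the threshold 47 passed there and 63 in BV2, with 30 signaling genes and 19.4% of the whole array on the plates labelled AtT20. With 3 SD 59 GPCR genes passed in BV2. All 4 plates, the moderated test and 3 SD ask for more than the rule, so fewer genes pass by construction. The median of probes and at least 2 probes above the threshold are other rules, which on the plates labelled AtT20 added 5 and 6 GPCR genes, and the latter added 5 in BV2.

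With one threshold for the 3 lines the GPCR differences were 14.3, 19.4 and 5.11 points, the last reversed, and those of N18 minus BV2 were 12.9 for signaling, 8.11 for the whole array and 3.10 for olfactory receptor genes, the last reversed. With quantile normalization and one threshold together the GPCR differences from AtT20 reversed to -6.92 (BV2) and -8.18 (N18), as did that of the olfactory receptor genes of N18 (-3.64), and N18 minus BV2 passed the exact test (p = 0.0286) at 9.96 for signaling genes and 1.96 for the whole array. The whole-array value decides nothing on expression, since this normalization gives all arrays the same distribution of probes. With 3 SD, N18 minus BV2 was 0 for GPCR genes and 8.59 for signaling genes, and BV2 minus AtT20 for the whole array was 15.5 and no longer past the exact test (p = 0.0571). The signaling difference of BV2 minus AtT20 passed the exact test (p = 0.0286) at 18.0 with the SD over plate means, 25.4 with the median, 20.3 with quantile normalization, 16.6 without the highest seminal protein, 14.6 with 3 SD, 27.1 with one threshold and 20.3 with the highest target. That of N18 minus BV2 did so at 8.01 with the SD over plate means and 10.5 with the mean of log2 probes. With 1 plate left out the ranges were 3.35 to 7.76 (GPCR, N18 minus AtT20), -5.35 to -1.78 (GPCR, N18 minus BV2), 16.2 to 21.7 (signaling, BV2 minus AtT20), 16.7 to 21.0 (whole array, BV2 minus AtT20, exact test p = 0.0571 without plate 1 or plate 3 of AtT20, at 16.7 and 17.6) and -0.687 to 3.02 (whole array, N18 minus BV2).

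Among the levels that changed sign with the median of probes were those of Ccr3 on the plates labelled AtT20 (-0.019), in BV2 (-0.14) and N18 (-0.31), Npffr2 (-0.078), Ptgdr (-0.19), Sstr4 (-0.0069) and Adgrl3 (-0.023) on the plates labelled AtT20, Xcr1 in BV2 (-0.23) and N18 (-0.40), Sstr5 in BV2 (-0.014) and N18 (-0.032), and Cavin3 in BV2 (-0.078). Each has fewer than 2 probes above the threshold, which shows the cause, since the median gives a single bright probe little weight.

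Between lines, 7102 (BV2 and AtT20), 7883 (N18 and AtT20) and 2471 (N18 and BV2) genes differed by at least 1, a stricter count by construction. With only the 8 arrays of the pair 15509 differed between N18 and BV2. With a replicate block, for plate numbers that do not pair the plates, the counts were 18427, 19127 and 10108. Relative to the seminal proteins the differences of BV2 from AtT20 reversed for Cnr2 (0.56), Gpr3 (0.17) and Gpr83 (0.21), and those of N18 from AtT20 for Cnr2 (0.29), Gpr35 (0.18) and Gpr119 (0.78). Without normalization those of BV2 from AtT20 reversed for Gpr12 (-0.99), Gpr35 (-0.30) and Gpr119 (-0.50), and those of N18 from AtT20 for Gpr3 (-0.093) and Gpr12 (-0.13). With the mean of log2 probes Cnr2 in BV2 against AtT20 was 0.049. With 1 plate left out it was -0.13 to 0.17, and Gpr3 in N18 against AtT20 was -0.13 to 0.21.

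Signal over background limits the plates labelled AtT20 most, where the interquartile range of an array was 0.38 to 0.78 and 46.8% of all genes called had fewer than 2 probes above the threshold, against 20.3% in BV2 and 16.5% in N18.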

Differences from the paper's values

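The bars compared here were picked after the values were seen because they looked different by eye. Other bars looked the same and were not counted. The single targets and the added settings in this part were likewise chosen after seeing the values.

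A count was taken to differ only when it was more than 1.5 times the other, and none of those in the paper's text did. Smaller differences were not tested. The counts are the paper's 79, 108 and 105 GPCR genes against 73, 95 and 90 here for AtT20, BV2 and N18, the paper's 88 Class A genes against 77 in BV2, and the paper's 45 signaling genes against 46 for AtT20. For BV2 and N18 the paper gives 72 or more signaling genes, with 70 and 84 here, so the BV2 count lies below the paper's number. The paper counted over its own lists, and the counts here cover the 318 GPCR and 128 signaling genes matched. With sets that differ and so wide a limit, the counts show only that no large difference was found.

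For Prkcd the paper's Fig. 5, read by eye, shows about 0.65 in BV2 and about 1.2 in N18, with 3.16 and 3.39 here. None of the alternatives set before the data were examined removed either difference. For Prkce Fig. 5 shows about 1.3, about 2.9 and about 0.42 for AtT20, BV2 and N18, read by eye, with 0.60, 1.00 and 3.17 here. Only quantile normalization removed the first, and none of the others removed the other two. For Prkch Fig. 5 shows about 1.1 in BV2 and about 3.2 in N18, read by eye, with 2.86 and 0.39 here. Only the median of probes removed the BV2 difference, and no alternative the N18 one. For AtT20 Fig. 5 shows about 0.65 for Prkch, read by eye, with 1.22 here, within 1 SD. Exchanging the 2 genes, a comparison chosen after seeing the values, puts the levels here within 1 SD of all 3 bars of each. Of 25128 genes and targets, Prkch was the 1 this close to the bars of Prkce, and 15 were to those of Prkch. Cavin3, which has the synonym Prkcdbp and was found by searching all genes for levels near the bars of Prkcd, was at 1.14, 0.65 and 1.15, within 1 SD of all 3, as were 76 of 25128.

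For Gnas the paper's Fig. 5, read by eye, shows about 3.3, about 4.0 and about 5.3 for AtT20, BV2 and N18, with 1.57, 1.84 and 3.48 here as the mean of 3 targets. No alternative set before the data were examined removed these. With the target of a gene that has the highest mean over the 12 arrays, a setting chosen after seeing the values, Gnas was at 3.27, 3.92 and 5.25. This setting removed 2 of the calls of named genes, those of Gnal and Rgs3 on the plates labelled AtT20, and neither is among the single genes that the paper's text calls. For Gnb5 in BV2 Fig. 5 shows about 0.95, read by eye, with 0.64 here. No alternative set before the data were examined removed it, and with the target of highest mean over the 12 arrays, chosen after seeing the values, it was at 0.90. For Adcy7 in N18 Fig. 5 shows about 0.65, read by eye, with 0.87 here. The median of probes, quantile normalization and the olfactory receptor controls removed it and the other alternatives did not, and 1 of 3 targets, chosen after seeing the values, was at 0.63.

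For Rgs16 the paper's Fig. 6, read by eye, shows about 2.8 in BV2 and about 2.7 in N18, with 1.95 and 1.61 here, and no alternative removed either. For Rgs3 Fig. 6 shows about 0.15 for AtT20 and about 1.8 in BV2, read by eye, with 0.42 and 1.34 here. The median of probes and leaving out plate 2 removed the first, the others did not, and none removed the second. With the target of highest mean over the 12 arrays, chosen after seeing the values, it was at 0.14 and 1.71, the former being the lower of 2 targets on the plates labelled AtT20 (0.70 for the other). For Akap2 Fig. 6 shows about 1.8 in BV2 and about 1.6 in N18, read by eye. The 2 targets matched to Pakap, a symbol that joins Palm2 and Akap2, were at 0.031 and -0.047 here, and no alternative removed either difference, but whether their probes lie in the Akap2 part is not known. Akap10, which has the synonym D-AKAP2 and was found by searching all genes for levels near these bars, was at 1.81 and 1.61, within 1 SD of both, as were 323 of 25128 genes and targets.

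Of 69 calls of single genes in the paper's text, 67 were the same here. Cxcr3, which the paper calls in BV2, was at 0.563 against a threshold of 0.564. It passed with the SD over plate means, quantile normalization, without the highest seminal protein, with one threshold for the 3 lines, and without plate 3 or plate 4. Rgs20, which the paper calls in AtT20, was at 0.35 against a threshold of 0.37 on the plates labelled AtT20. It passed with the SD over plate means, without the highest seminal protein, without plate 1 or plate 3, and with quantile normalization and one threshold together, which was chosen after seeing the values and drops 8 of the 28 calls of single genes that the paper makes and that passed here. Rgs3, which the paper does not name among the RGS genes of AtT20, passed at 0.42. The paper states equal numbers of Class A orphans in BV2 and N18, and here 21 and 23 passed.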

Other observations

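The tests of the probes of one transcript, of the corticotroph genes, and of the signal range and the seminal proteins on one scale were chosen only after the result was seen, except those of background bound whatever the transcript, of the background of the BV2 and N18 plates, and of the order of the probes, which were set before their results were seen. After first results, 3 of these explanations (RNA degraded from the 5' end, another sequence and background) were reopened, and the second background test was added.

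Genes that mark a line were compared with the labels. Of 3 corticotroph genes 0 passed on the plates labelled AtT20, 2 in BV2 and 1 in N18. Of 4 microglia genes 0, 3 and 2 passed in the same order, of 5 neuroblastoma genes 2, 3 and 5, and of 15 genes of all cells 14, 14 and 14, with median levels of 3.01, 5.33 and 5.71. Of 1064 olfactory receptor genes 9.77%, 21.6% and 17.8% passed. Since Tbx19 and Pcsk1 were also below the threshold (0 of the 2 called), a failed probe set for Pomc alone is not the whole cause.

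On the plates labelled AtT20 the probes of one transcript agreed less with each other, with correlations over probes of 0.281 to 0.344 per plate, against 0.603 to 0.695 in BV2 and 0.687 to 0.748 in N18. Probes are not independent replicates. The deviations of the probes from their transcript's mean correlated at 0.864 or more between these plates, which argues against noise on single plates. The rank correlation was at most 0.238, which argues against a mere change of scale. Other orders of a transcript's probes gave at most 0.035 with a BV2 plate, against 0.338 to 0.44 as deposited, which argues against another order of the probes. Of 9 identity genes of BV2 and N18, 8 were called on their own plates and 2 on the plates labelled AtT20, which argues against a swap with BV2 or N18 plates. The correlation with BV2 and N18 plates was at most 0.33 for transcripts below the threshold there, which argues against the background of those plates dominating. Of the 15 genes of all cells, 7 to 12 had probes on both sides of the threshold on a plate labelled AtT20 and 0 to 1 on a BV2 or N18 plate, which argues against a difference between the lines in the expression of genes as the whole cause, since this moves the probes of a transcript together (a test added after seeing the data). Transcript forms that differ between the lines were not tested.

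What stays open cannot be told apart here. The share of transcripts whose 3' probe was the brighter was 43.7% to 45.8% on the plates labelled AtT20 and 43.1% to 44.9% on the others. The median difference of the 3' from the 5' probe was -0.085 to -0.036 and -0.17 to -0.098, which do not overlap, but a narrower signal range also brings a median closer to 0. This decides neither on RNA degraded from the 5' end nor on RNA whose sequence differs from the mouse probes, since no undegraded or matched sample is at hand. Background bound by probes whatever the transcript may contribute, with a correlation of at most 0.352. For RNA of HEK293 cells the genes the paper names as found and as not found there passed in 3 of 15 and 4 of 14 cases (two-sided Fisher's exact p = 0.682), against 2 and 8 in BV2 (p = 0.0209) and 6 and 3 in N18 (p = 0.427). The genes found there were not in excess on the plates labelled AtT20, but how human RNA binds to these probes was not measured, so this stays open.

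Fewer GPCR and signaling genes passed on the plates labelled AtT20. After quantile normalization the counts of the other lines were still at least 1.33 times those of these plates, but 1.16 times for GPCR genes without plate 1 of AtT20. The threshold of these plates was the lowest of the 3 as deposited (0.366, against 0.564 in BV2 and 0.742 in N18) and the highest after quantile normalization (0.909, against 0.496 and 0.516). One threshold on the deposited scale left ratios of at least 1.84. With quantile normalization and one threshold together 88 GPCR genes passed on the plates labelled AtT20, 75 in BV2 and 68 in N18 (a ratio of 0.773), and 53, 60 and 71 signaling genes (1.13). A narrower signal range together with a wider spread of the seminal proteins may therefore account for the lower GPCR counts and part of the lower signaling counts. Neither alone is excluded as a part, and a biological difference stays open and was not tested.

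With other splits of the 8 plates of a pair, the real split was the only 1 of 35 that gave as many differing genes for BV2 against AtT20, 1 of 35 for N18 against AtT20 and 1 of 35 for N18 against BV2, and the largest count of any other split was 0. The real split thus stood out as far as 35 splits allow. The other splits mix plates of both lines in each group, so their low counts say little on how many genes differ. A slide that held 1 line cannot be excluded.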
